# Insulin-Like Growth Factor 1 Attenuates the Pro-Inflammatory Phenotype of Neutrophils in Myocardial Infarction

**DOI:** 10.3389/fimmu.2022.908023

**Published:** 2022-07-15

**Authors:** Rianne Nederlof, Sophia Reidel, André Spychala, Stefanie Gödecke, André Heinen, Tobias Lautwein, Patrick Petzsch, Karl Köhrer, Axel Gödecke

**Keywords:** insulin-like growth factor 1, myocardial infarction, neutrophil, signaling, inflammation

## Abstract

Acute myocardial infarction (MI) induces an extensive sterile inflammation, which is dominated in the early phase by invading neutrophils and monocytes/macrophages. The inflammatory response after MI critically affects infarct healing and cardiac remodeling. Therefore, modulation of cardiac inflammation may improve outcome post MI. Insulin-like growth factor 1 (IGF1) treatment reduces infarct size and improves cardiac function after MI *via* IGF1 receptor mediated signaling in myeloid cells. Our study aimed to investigate the effect of IGF1 on neutrophil phenotype both *in vitro* and *in vivo* after MI. We show that IGF1 induces an anti-inflammatory phenotype in bone marrow derived neutrophils. On the molecular and functional level IGF1 treated neutrophils were indistinguishable from those induced by IL4. Surprisingly, insulin, even though it is highly similar to IGF1 did not create anti-inflammatory neutrophils. Notably, the IGF1 effect was independent of the canonical Ras/Raf/ERK or PI3K/AKT pathway, but depended on activation of the JAK2/STAT6 pathway, which was not activated by insulin treatment. Single cell sequencing analysis 3 days after MI also showed that 3 day IGF1 treatment caused a downregulation of pro-inflammatory genes and upstream regulators in most neutrophil and many macrophage cell clusters whereas anti-inflammatory genes and upstream regulators were upregulated. Thus, IGF1 acts like an anti-inflammatory cytokine on myeloid cells *in vitro* and attenuates the pro-inflammatory phenotype of neutrophils and macrophages *in vivo* after MI. IGF1 treatment might therefore represent an effective immune modulatory therapy to improve the outcome after MI.

## Introduction

The immune system plays an important role in tissue damage and cardiac repair after acute myocardial infarction (AMI). The early phase after the onset of cardiac ischaemia is dominated by the innate immune system. Neutrophils are among the first cells that are recruited to the infarcted area, and reach their peak one day after MI (1). Neutrophils clear the infarcted area of cell debris, but also increase injury by producing pro-inflammatory cytokines, chemokines and high amounts of reactive oxygen species (ROS) (respiratory burst) (2). In addition, they attract pro-inflammatory Ly6C^hi^ monocytes, which may differentiate to pro-inflammatory macrophages, and thereby contribute to the generation of a pro-inflammatory environment (3).

Since neutrophils enhance inflammation, they are generally thought to have a negative effect on cardiac remodeling. However, different mechanisms have been published that show that neutrophils can also positively affect remodeling of the heart after MI. One of the mechanisms is that apoptotic neutrophils undergo phagocytosis by macrophages, which promotes them to release anti-inflammatory and reparative cytokines (4). Furthermore, neutrophil depletion reduces the polarization of macrophages to an anti-inflammatory M2c phenotype after MI and leads to increased fibrosis, reduced cardiac function and finally heart failure (5). Thus, neutrophils can acquire also anti-inflammatory functions, which contribute to the repair and adaptation processes after AMI.

Moreover, neutrophils, like macrophages, can acquire different phenotypes, and can be divided in at least pro-inflammatory N1, and reparative N2 neutrophils (6, 7). This concept was extended by recent single-cell RNA sequencing (ScRNA-seq) studies, which demonstrated several distinct neutrophil populations (8–10), and multiple studies show a change in neutrophil phenotype on different days post MI (9–11). Therefore, altering neutrophil phenotype might be a therapeutic strategy to improve cardiac function after MI.

Insulin-like growth factor 1 (IGF1) is a key regulator of cell proliferation and survival, differentiation and metabolism and has a high homology to insulin. Signal transduction after receptor binding is believed to be highly similar for both the insulin and IGF1 receptors (IGF1R) involving the canonical PI_3_ kinase/AKT and the RAS/RAF/ERK pathways. IGF1 and insulin may also activate the non-homologous receptors, albeit at higher concentration and even hybrid receptors may be formed between IGF1 and insulin receptors. However, despite the close relationship, insulin has mainly metabolic effects, whereas IGF1 primarily functions as a growth factor. Notably, it was demonstrated recently that the preferred mitogenic effects induced by the IGF1 receptor can be explained to a large extent by structural differences residing in the intracellular juxta-membrane region of the insulin and IGF1 receptors (12).

In the context of AMI, results from both human and animal studies show that IGF1 has a high cardioprotective potential. Epidemiologic studies show that there is an inverse correlation between coronary heart disease and plasma levels of IGF1 (13). In addition, in AMI patients, low IGF1 plasma levels are associated with increased all-risk mortality, stroke, and recurrent MI (14). In mice, chronic overexpression of IGF1 significantly reduced scar formation and improved cardiac function after permanent occlusion of the left coronary artery (15). Also, in rat and swine IGF1 application before or during ischemia appears to preserve cardiac function (16, 17). On the mechanistic level, we have shown that short term, three day treatment with IGF1, starting at the end of ischemia, significantly reduces scar size, increases vascularization and improves cardiac function after MI by modulating myeloid cells. Indeed, IGF1 polarized macrophages to an anti-inflammatory M2-like phenotype both *in vitro* and *in vivo* 3 days after MI (18), leading to the hypothesis that IGF1 promotes reparative macrophage populations which supports the healing phase following MI.

In this study, we investigated the effects of IGF1 on neutrophils *in vitro* and in the context of AMI *in vivo*. We show that IGF1, but not insulin, is capable of creating an anti-inflammatory N2 phenotype in bone marrow derived neutrophils by non-canonical signaling *via* the JAK-STAT pathway. Single cell RNA-sequencing reveals that IGF1 treatment also attenuates the pro-inflammatory phenotype in neutrophils and macrophages 3 days after MI demonstrating that IGF1 acts as a neutrophil modulating cytokine.

## Results

### IGF1 and the N2 Polarizer IL4 Induce Almost Identical Transcriptional Changes in Neutrophils

To assess the effect of IGF1 on neutrophil phenotype, bone marrow derived neutrophils were treated for 4 hours with the N1 polarizers LPS/IFNγ, the N2 polarizer IL4, or IGF1 or insulin. RNAseq analysis of neutrophil transcriptomes was performed to obtain information on the neutrophil phenotypes after the different treatments. 

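Bone marrow neutrophils of C57Bl/6J mice, enriched on a Percoll gradient, were kept in culture for 4 hours untreated or with LPS and IFNγ (10 and 2 ng/mL), IL4 (20 ng/mL), IGF1 (10 ng/mL), or insulin at 10 or at 100 ng/mL. LPS/IFNγ is the pro-inflammatory N1 stimulus of the study and IL4 its anti-inflammatory N2 stimulus. Each of the 6 groups had 4 libraries, 24 in all, and the study gives n = 4 mice. Every library carries the number 6, 9, 10 or 11, and each number occurs once in every group. Libraries with the same number are called a preparation here, and the sources used here do not tie a number to a single mouse. Each number also covers a single run of consecutive library names, so cell preparation and library batch cannot be told apart. Messenger RNA was captured and made into stranded libraries. The authors mapped the reads to GRCm38 with CLC Genomics Workbench 12.0.3 and deposited RPKM values, reads scaled by transcript length and by the mapped reads of the library. The strand setting of the counting is not given in the sources used here, so reads of overlapping genes on opposite strands may have been counted together. Near-identical genes, such as the Bcl2a1 family, Tgtp1 and Tgtp2 and the guanylate-binding proteins, may share reads.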

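The mapped reads of each library were recovered from the steps between the RPKM values of genes with few reads. Untreated libraries had 21912630 to 26619260 mapped reads (median 24310196), LPS/IFNγ libraries 18748634 to 30925209 (median 24033505) and IL4 libraries 18920359 to 26657198 (median 21741386). IGF1 libraries had 20577938 to 23191047 mapped reads (median 22100692), libraries with 10 ng/mL insulin 19780754 to 25832007 (median 22690234) and those with 100 ng/mL insulin 21869562 to 24197981 (median 23573978). Between 15259 and 16326 genes had a value above 0 in a library. Values were analysed as log2(RPKM + 0.1), and fold changes are on this scale unless a sentence names another setting or a floor of reads. This scale understates the change of genes with low values. Groups were compared with limma over their 8 libraries, for genes with an RPKM of at least 0.1 in at least 4 of them. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 together with a change of at least 1.5-fold. An exact two-sided permutation test of 4 libraries against 4 has 70 arrangements and cannot give a p under 0.0286, which every gene with fully separated groups reaches. Lists of genes for 15 pathways and 10 cell types were fixed before the data were examined and were tested with camera, the list test of limma, at a preset correlation of 0.01. A list's p is adjusted over the 25 lists of a comparison. For the comparison of IL4 with untreated neutrophils, simulated over 12743 genes, limma found 60% of genes changed 2-fold and 92% of genes changed 4-fold. The changed genes were drawn only from genes with more reads, so these shares do not cover genes with few reads.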

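The chemokines Cxcl10 and Cxcl9 and interferon-induced GTPases were among the genes with the largest rises after LPS/IFNγ. Cxcl10, a chemokine that attracts T cells, lies on chromosome 5 of GRCm38 from 92346638 to 92348889 and had an RPKM of 1362 ± 299.7 (SD, n = 4) after LPS/IFNγ and of 1.31 ± 0.951 (SD, n = 4) in untreated neutrophils. This is a log2 fold change of 10.09 (standard error 0.42, limma adjusted p = 1.1e-06). Its neighbour Cxcl9 (92321347 to 92328079) rose by 9.95 (standard error 0.22, limma adjusted p = 2.81e-09). Gbp2, a guanylate-binding protein of the defence against intracellular pathogens (chromosome 3, 142620602 to 142638008), rose from 4.95 ± 1.05 to 4913 ± 582.4 RPKM (SD, n = 4 each). Among the genes that fell, Cd101, a surface marker of mature neutrophils (chromosome 3, 100993529 to 101029556), went from 77.2 ± 7.17 to 9.66 ± 1.62 RPKM (SD, n = 4 each), a log2 fold change of -3.00 (standard error 0.12, limma adjusted p = 1.07e-07). Tlr8, an endosomal receptor for single-stranded RNA, had a log2 fold change of -3.04 (limma adjusted p = 9.24e-07). Of 13 measured chemokines 8 rose, among them Ccl5 (log2 fold change 2.33) and Cxcl2 (2.19), and 2 fell, Ccl6 and Ccl9 (9 and 2 when adjusted over the list alone). The chemokine list as a whole had a camera adjusted p of 2.81e-05, and an adjusted p = 0.264 with an estimated correlation. Of 21 phagocytic receptors 9 rose, among them the Fc receptors Fcgr1 (log2 fold change 5.07) and Fcgr4 (3.57), and 1 fell, the scavenger receptor Stab1 (-2.96). The camera adjusted p of these receptors was 0.000369, and their adjusted p = 0.147 with an estimated correlation. In all, 3387 of 13062 genes changed, 1065 higher and 2322 lower, and the median of all tested genes was -0.22 on the log2 scale. With the libraries scaled by the median of ratios, 54.8% of 2750 changed genes were higher, against 31.4% of the 3387, and with each library's trend on GC content and length removed 46.1% of 2688 were higher.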

LPS/IFNγ treatment changed 2827 genes when compared to untreated neutrophils, of which 872 were upregulated and 1957 were downregulated. Interestingly, IL4 and IGF1 treatment led to a similar quantitative modification of gene expression (IL4: 286 genes, 261 up- and 25 downregulated, IGF1: 303 genes, 264 up- and 39 downregulated compared to untreated cells). 

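The same genes led the rises after IL4 and after IGF1. Lipg, which encodes endothelial lipase (chromosome 18 of GRCm38, 74939322 to 74961263), had an RPKM of 0.169 ± 0.0746 in untreated neutrophils, of 11.5 ± 2.53 after IL4 and of 11.3 ± 3.43 after IGF1 (SD, n = 4 each). Its log2 fold change was 5.45 with IL4 (standard error 0.23, limma adjusted p = 7.76e-06) and 5.39 with IGF1 (standard error 0.26, limma adjusted p = 2.98e-05). Retnla, a marker of alternative macrophage activation (chromosome 16, 48842551 to 48844461), rose by 5.45 with IL4 (standard error 0.35, limma adjusted p = 0.000129) and by 5.38 with IGF1 (standard error 0.33, limma adjusted p = 9.47e-05). Havcr2, the inhibitory receptor TIM-3 (chromosome 11, 46454935 to 46481255), rose by 3.90 and 3.82. Chil3, a chitinase-like protein (chromosome 3, 106147554 to 106167564), was already at 2597 ± 242.6 RPKM without treatment and reached 5056 ± 246.6 with IL4 and 5024 ± 312.5 with IGF1 (SD, n = 4 each). Its log2 fold changes were 0.96 for both treatments (limma adjusted p = 0.000348 and 0.000426). Arg1, arginase 1 (chromosome 10, 24915221 to 24927484), rested on few reads, 30 in the 4 IL4 libraries, 26 in the 4 IGF1 libraries and 2, both in library S80, in the untreated ones. Its log2 fold change of 1.49 with IL4 (limma adjusted p = 0.0252) and its rise with IGF1 (limma adjusted p = 0.0281) were no longer called without untreated library S74, S86 or S92 (1.44 and 1.35 each) or without preparation 10 (1.26 and 1.29).

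**Figure D1:**
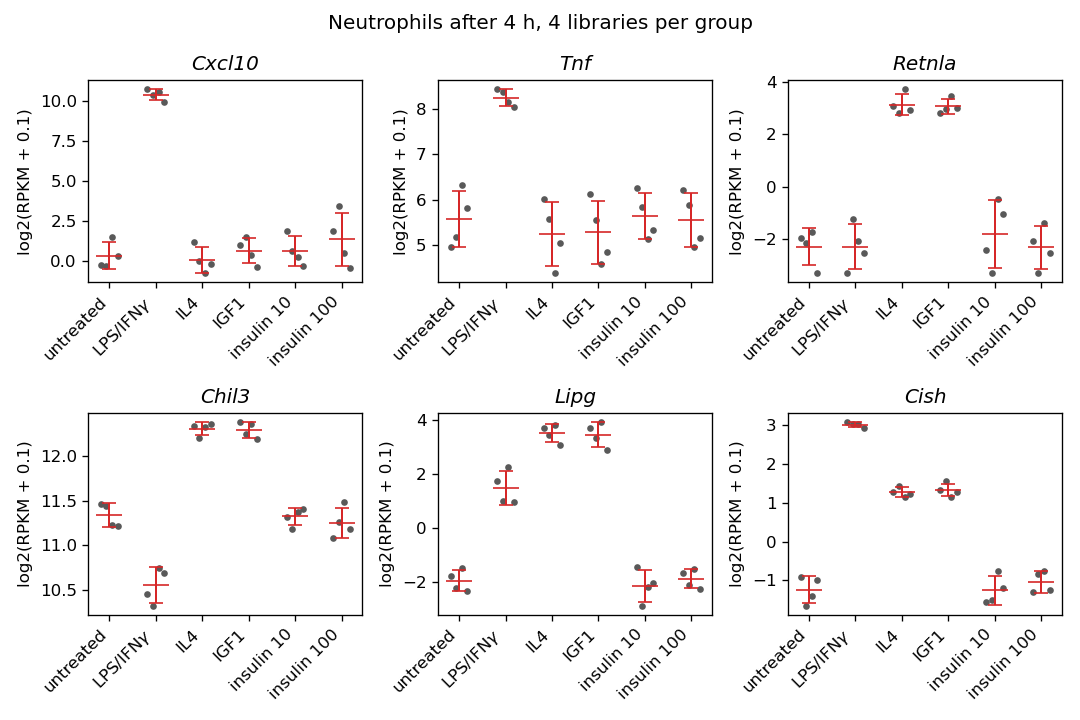
RPKM of Cxcl10, Tnf, Retnla, Chil3, Lipg and Cish in the 6 groups, drawn as log2(RPKM + 0.1). Each point is 1 library, and lines give the mean ± SD of the 4 libraries of a group. Retnla, Lipg and Cish lie higher in all 4 IL4 and all 4 IGF1 libraries than in any untreated library. With LPS/IFNγ, Lipg and Cish also lie above every untreated library, and Cish above every IL4 and IGF1 library.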

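Few genes of other lists rose with either treatment. Of 19 measured phagocytic receptors 2 rose after IL4 and 2 after IGF1, in both cases Fcgr2b, the inhibitory Fc receptor, and Clec7a, the β-glucan receptor dectin-1. Fcgr2b had an RPKM of 18.6 ± 0.808 without treatment, of 58.4 ± 4.36 with IL4 and of 57.5 ± 5.60 with IGF1 (SD, n = 4 each), where library S89 lay apart at 65.9. The phagocytic list as a whole did not stand out (camera adjusted p = 0.576 with IL4 and 0.67 with IGF1). Hk3, the hexokinase of myeloid cells, was the 1 of 21 glycolysis genes that rose, by 1.07 and 1.06 on the log2 scale (camera adjusted p of the list 0.563 with IL4 and 0.86 with IGF1). Of 25 apoptosis genes 3 rose with IL4, the survival genes Bcl2 and Bcl2a1a and Bcl2a1b (6 when adjusted over the list alone), and 4 with IGF1, these and Casp6 (6 when adjusted over the list alone). Bcl2 lost its call without IL4 S81 (1.26) or S93 (1.29), and with IGF1 without untreated S74 or S86 or without IGF1 S77, S83 or S95. The camera adjusted p of this list was 0.00771 with IL4 and 0.0422 with IGF1, with an adjusted p = 0.902 and an adjusted p = 0.84 with an estimated correlation. In all, 218 of 13097 genes changed with IL4, 212 higher and 6 lower, and 213 of 13093 with IGF1, 206 higher and 7 lower. The lower genes included Apoe, the apolipoprotein, after IGF1 (chromosome 7, 19696109 to 19699188), with a log2 fold change of -1.33 (standard error 0.24, limma adjusted p = 0.0286). Apoe stood at 29.6 RPKM in untreated library S80 and at 15.2 to 16.8 in the others, and it was not called without untreated S74, S86 or S92 or without IGF1 S77, S89 or S95 (-1.43 to -1.24), nor without preparation 10 (-1.41). The IL4 and IGF1 libraries of preparation 10 stood apart. For each gene their mean was taken less that of the untreated and insulin libraries of the same preparation. This difference, less its mean in the other preparations, is the offset. It was at least 2-fold for 520 of 9052 genes, 505 of them lower. The IL4 and IGF1 libraries of preparation 6 had 238 such genes, 226 of them higher. Without preparation 10, 139 genes changed with IL4 and 176 with IGF1, and with preparation as a block 345 and 356 did. Leaving out a preparation drops a library from each side, and no other preparation was left out of the gene tests. Calls lost in this way therefore cannot be laid to preparation 10 in particular. IL4 called 118 genes without its library S81 and 140 without S93, and IGF1 called 138 without S83 and 140 without S95.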

Unexpectedly, insulin, even though it activates the same pathways as IGF1, had almost no effect on gene transcription neither after treatment with a physiological dose (10 ng/mL), nor after high-dose treatment (100 ng/mL). 

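Genes of insulin signalling and metabolism did not pass the test at either dose of insulin. Insr, the insulin receptor (chromosome 8 of GRCm38, 3122061 to 3279617), had an RPKM of 10.4 ± 0.651 without treatment, of 10.8 ± 0.672 with 10 ng/mL and of 10.1 ± 0.691 with 100 ng/mL (SD, n = 4 each), and 1 library of the lower dose, S96, lay below its group at 9.81. Igf1r, the IGF1 receptor (chromosome 7, 67952827 to 68233668), had log2 fold changes of 0.06 (95% interval -0.07 to 0.18) and -0.04 (-0.19 to 0.10). Akt1, a kinase downstream of both receptors (chromosome 12, 112653821 to 112674884), had log2 fold changes of 0.00 (-0.10 to 0.10) and -0.07 (-0.19 to 0.05). Of 28 PI3K/AKT and insulin responsive genes, 21 glycolysis genes and 24 genes of cholesterol and fatty acid synthesis, none changed at either dose, over all genes or when adjusted over the list alone. The lowest camera adjusted p of any of the 25 lists was 0.685 at 10 ng/mL and 0.152 at 100 ng/mL. With preparation as a block, 4 lists passed at 100 ng/mL, all upward and none with a changed member. They were the interferon γ induced GTPases (adjusted p = 0.000406), type I interferon genes (0.00511), cholesterol synthesis (0.0471) and erythroid markers (0.0384), each with an adjusted p = 0.969 with an estimated correlation and no block. By limma, 0 of 13055 genes changed at 10 ng/mL and 0 of 13108 at 100 ng/mL, while 174 and 321 had an unadjusted p under 0.05. Limma's voom on the recovered reads also called 0 at both doses. With preparation as a block, limma on the RPKM values called 0 at both doses, with 632 and 1030 unadjusted p under 0.05, and voom called 1 gene at 10 ng/mL and 15 at 100 ng/mL, 10 higher and 5 lower. Fosb, an AP-1 transcription factor named after its values were seen, was lower at both doses, with a log2 fold change of -1.35 (limma voom adjusted p = 0.0376) and of -1.79 (limma voom adjusted p = 0.000756). At 100 ng/mL limma called 1 gene without library S91, Gm3650, and 1 with a pseudocount of 0.01, Gm43796, both named after their values were seen. For 11740 of the 13055 genes at 10 ng/mL and 11767 of the 13108 at 100 ng/mL, the 95% interval of the change lay within 2-fold. On libraries simulated for 10 ng/mL over 12784 genes, limma found 78% of genes changed 2-fold. These genes were drawn only from genes with more reads, among 200 genes changed at once. The share therefore does not cover genes with few reads, or a comparison in which few genes change.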

Principal component analysis and hierarchical clustering showed that IL4 and IGF1 treated neutrophils formed the same cluster (**Figures 1A–C**), as did untreated and insulin treated neutrophils. In addition, when comparing altered genes between IL4 and IGF1 treated neutrophils, none were found to be differentially expressed, whereas between IGF1 and insulin 217 and 241 up- and downregulated genes were observed respectively for physiological and high dose insulin. 

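LPS/IFNγ libraries were set apart from the other libraries by the first principal component, and the components after it held differences between preparations and between treatments. Over 24 libraries and 14272 genes, component 1 held 37.3% of the variance, and 98.5% of its own variance lay between treatments. Component 2 held 11.6%, of which 34.4% lay between treatments and 43.8% between preparations, and component 3 held 9.8%, of which 69.8% lay between preparations. On the 1000 most variable genes, 99.0% of component 2 lay between preparations and 82.1% of component 3 between treatments. Without the LPS/IFNγ libraries (20 libraries, 14038 genes), component 1 held 21.0% (46.1% of it between treatments and 28.7% between preparations), component 2 held 16.0% (88.3% between preparations) and component 3 held 11.6% (83.7% between preparations). On the 1000 most variable genes of these libraries, 83.1% of component 1 lay between preparations, and component 2 had 55.1% between treatments. The centroid of the untreated libraries lay 43.6 from that of IL4 and 42.6 from that of IGF1, in units of log2 distance over all genes, while the centroids of IL4 and IGF1 lay 25.2 apart. Untreated neutrophils lay 25.1 from 10 ng/mL insulin, 26.8 from 100 ng/mL insulin and 97.6 from LPS/IFNγ. The mean distance between libraries of one group was 62.8 to 75.3. Each group holds every preparation once, so preparation differences enter these distances and cancel between centroids. With preparation means removed, the distances within groups were 46.3 to 53.9, and those between centroids were unchanged. Hierarchical clustering of the 24 libraries parted the 4 LPS/IFNγ libraries from the other 20. Among these 20, the first to separate were the IL4 and IGF1 libraries of preparation 10, and the next were the 5 libraries of preparation 9. After the mean of each preparation was removed, a step chosen after the data were seen, 3 clusters of the 24 libraries were LPS/IFNγ (4 libraries), IL4 with IGF1 (8) and untreated with both insulin doses (12). Component 1 of the 20 libraries then held 28.7% of the variance, with 78.5% of it between treatments. Markers of other marrow cells differed between preparations too. Of 13 erythroid markers 12 differed between preparations, with the highest mean in preparation 9 and the lowest in preparation 11 (-1.41 on the log2 scale), as did 12 of 14 B lineage markers and 8 of 9 basophil and mast cell markers.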

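The markers of alternative activation were at like levels after IGF1 and IL4. Retnla had a log2 fold change of -0.07 between IGF1 and IL4 (95% interval -0.56 to 0.42), Chil3 one of -0.01 (-0.18 to 0.16), and Jak2 one of -0.05 (-0.24 to 0.14). By limma, 0 of 13080 genes changed between the 2 treatments, 125 had an unadjusted p under 0.05, and voom called 0. With preparation as a block 1 gene was called, Gm9797, named after its values were seen, with a log2 fold change of -2.66 (limma adjusted p = 0.0228). Of 251 genes changed by IL4 or IGF1 against untreated neutrophils, 249 could be compared between IGF1 and IL4. The 95% interval of the difference lay within 1.5-fold for 155 of them and within 2-fold for 222 (214 and 236 with preparation as a block), so differences of that size stay possible for the rest. None of the 25 gene lists differed between IGF1 and IL4 (lowest camera adjusted p = 0.968). Against insulin, IGF1 raised some genes that IL4 also raised. Lipg was higher with IGF1 than with 10 ng/mL insulin by 5.59 (standard error 0.32, limma adjusted p = 9.07e-05) and than with 100 ng/mL insulin by 5.33 (standard error 0.25, limma adjusted p = 3.32e-05). Retnla was higher by 4.90 (standard error 0.59, limma adjusted p = 0.00589), a call lost without preparation 10 and with a pseudocount of 0.01, and by 5.41 (standard error 0.37, limma adjusted p = 0.000178). Klrd1, a receptor subunit of natural killer cells, was lower with IGF1 than with 100 ng/mL insulin (log2 fold change -1.46, limma adjusted p = 0.0112), a call lost with the GC and length correction and preparation as a block (-0.92). Of 13059 genes 187 differed between IGF1 and 10 ng/mL insulin, 180 higher and 7 lower, and of 13124 genes 200 differed from 100 ng/mL insulin, 191 higher and 9 lower. With preparation as a block these counts were 328 and 319.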

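Genes induced by interferons and by NF-κB rose together after LPS/IFNγ. Irf1, an interferon-induced transcription factor (chromosome 11 of GRCm38, 53770014 to 53778374), rose by 4.45 (standard error 0.05, limma adjusted p = 1.4e-10). Of 37 interferon γ induced GTPases and antigen processing genes 32 rose, among them Gbp5 (8.74 on the log2 scale) and Ifi47 (8.31), and none fell (camera adjusted p = 9.03e-39, adjusted p = 0.0336 with an estimated correlation). All 31 type I interferon genes rose, among them Ifit3 by 6.49 and Isg15 by 5.60 (camera adjusted p = 3.86e-37, adjusted p = 0.0613 with an estimated correlation). Adjusted over the list alone, these counts were the same. Of 31 NF-κB and Toll-like receptor genes 25 rose and none fell (26 when adjusted over the list alone), with a camera adjusted p of 3.1e-19 and an adjusted p = 0.194 with an estimated correlation. Among them, Tnf (chromosome 17, 35199381 to 35202007) rose from a mean of 50.7 to one of 308.1 RPKM (n = 4 each), a log2 fold change of 2.70 (standard error 0.29, limma adjusted p = 0.000116). Nos2, the inducible nitric oxide synthase (chromosome 11, 78920787 to 78960254), rose by 3.83 (standard error 0.33, limma adjusted p = 1.14e-05), from 3 reads over the 4 untreated libraries to 649 over the 4 LPS/IFNγ libraries. Il12a, a subunit of interleukin 12 (chromosome 3, 68690644 to 68698547), rose by 0.86 (standard error 0.28, limma adjusted p = 0.0302). The Il12a call was lost without untreated S86 (0.83) or S92 (0.67), without LPS/IFNγ S76 (0.78), S82 (0.76) or S88 (0.82), and without preparation 10 (0.79). Of 30 JAK/STAT components and feedback genes 15 rose and none fell (15 when adjusted over the list alone), with a camera adjusted p of 8e-09 and an adjusted p = 0.0206 with an estimated correlation.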

Ingenuity Pathway Analysis (IPA) to identify upstream regulators (**Figure 1D**) showed that pro-inflammatory regulators were the most upregulated after LPS/IFNγ treatment (interferon γ p<10^-57^, Z-score 11.5, STAT1 p<10^-44^, Z-score 7.9). 

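Genes of the IL4/STAT6 response rose together after IL4. Of 28 measured genes of alternative activation 15 rose and none fell (19 and 1 when adjusted over the list alone), with a median log2 fold change of 1.11 over the list. The camera adjusted p was 1.67e-20, and the adjusted p = 0.0033 with an estimated correlation. Mgl2, a galactose-type lectin of alternatively activated macrophages, rose by 2.54 (standard error 0.32, limma adjusted p = 0.00396), Pdcd1lg2, the checkpoint ligand PD-L2, by 1.79 and Pparg, a lipid-sensing nuclear receptor, by 1.56. Il1rn, the interleukin 1 receptor antagonist, rose by 1.06. Of 30 JAK/STAT components and feedback genes 5 rose and none fell (6 when adjusted over the list alone), with a camera adjusted p of 2.73e-05 and an adjusted p = 0.872 with an estimated correlation. The feedback inhibitor Cish (chromosome 9 of GRCm38, 107296026 to 107302784) went from 0.332 ± 0.103 to 2.33 ± 0.211 RPKM (SD, n = 4 each), a log2 fold change of 2.52 (standard error 0.19, limma adjusted p = 0.000193). Socs1 and Socs3, further inhibitors of JAK kinases, rose by 2.10 and 1.68. The rises of Cish and Socs1 are not particular to IL4. Cish was higher still with LPS/IFNγ, at 7.54 to 8.46 RPKM, and Socs1 rose more, as given under the other observations. Jak2 itself (chromosome 19, 29251828 to 29313080) went from 33.2 ± 3.76 to 61.5 ± 4.13 RPKM (SD, n = 4 each), a log2 fold change of 0.89 (standard error 0.09, limma adjusted p = 0.00132). Stat6 did not pass the test, at a log2 fold change of -0.05 (limma adjusted p = 0.895). Without preparation 10, whose IL4 library stands apart, 7 of the 28 genes of alternative activation and 2 of the 30 JAK/STAT genes were called, and Socs1 was not. That fit has fewer libraries on each side, and no other preparation was left out for comparison. Over all genes, leaving out its IL4 library S87 alone called 166, more than without S81 (118) or S93 (140).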

After IL4 treatment, the highest upregulated upstream regulators were IL4 (p< 10^-46^, Z-sore 5.9) and the canonical downstream target STAT6 (p< 10^-23^, Z-score 3.2). Unexpectedly, after IGF1 treatment regulators well known to be affected by IGF1 such as the PI3K/AKT and/or RAS/MAP kinase pathways were not present among the top 10 of upstream regulators. 

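Genes of the PI3K/AKT and ERK lists changed little by the end of the culture with IGF1. The paper's blots of AKT and ERK phosphorylation were taken minutes after treatment, so these lists do not test that early signal. Of 28 measured PI3K/AKT, FOXO and insulin responsive genes none changed (1 when adjusted over the list alone), and the camera adjusted p of the list was 0.508. Igf1r had a log2 fold change of -0.21 (standard error 0.06, limma adjusted p = 0.204), with 1 IGF1 library, S83, at 16.1 RPKM and the others at 14.1 to 14.4. Insr had one of -0.09 (limma adjusted p = 0.737). Akt1 had one of 0.06 (limma adjusted p = 0.797), with IGF1 library S89 at 91.7 RPKM and the others at 76.5 to 78.3. Of 28 ERK immediate early and feedback genes 1 rose (1 when adjusted over the list alone), the transcription factor Egr2, which is also a target of IL4, by 1.60 (standard error 0.29, limma adjusted p = 0.0258). The Egr2 call was lost without untreated S74, S80 or S92, without IGF1 S83, S89 or S95 and without preparation 10. The ERK list had a camera adjusted p of 0.325. With preparation as a block 5 of its members rose and its camera adjusted p was 0.0319, upward, against an adjusted p = 0.986 with an estimated correlation and no block.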

The most upregulated upstream regulators were also IL4 (p< 10^-45^, Z-sore 6.1) and STAT6 (p< 10^-25^, Z-sore 3.5). 

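The genes of the IL4/STAT6 response rose after IGF1 as well. Of 29 measured genes of alternative activation 17 rose and none fell (18 when adjusted over the list alone), with a median log2 fold change of 1.16 over the list. The camera adjusted p was 2.35e-21, and the adjusted p = 0.00826 with an estimated correlation. Mgl2 rose by 2.58 on the log2 scale, Pdcd1lg2 by 1.42, Pparg by 1.55 and Batf3, a transcription factor of dendritic cells, by 2.23, with reads in only 1 untreated library, S80. Of 30 JAK/STAT components and feedback genes 5 rose and none fell (5 when adjusted over the list alone), with a camera adjusted p of 2.2e-05 and an adjusted p = 0.353 with an estimated correlation. Cish reached 2.43 ± 0.298 RPKM (SD, n = 4), a log2 fold change of 2.58 (standard error 0.19, limma adjusted p = 0.000208). Socs1 rose by 2.18 and the kinase Pim3 by 0.98, and Socs3 rose as well. Both Cish and Socs1 rose more with LPS/IFNγ. Jak2 reached 59.5 ± 4.44 RPKM (SD, n = 4), a log2 fold change of 0.84 (limma adjusted p = 0.00224). Stat6 had a log2 fold change of -0.06 (limma adjusted p = 0.838). NF-κB and Toll-like receptor genes, the targets of LPS, had no call with IGF1 (0 of 29, camera adjusted p = 0.692). With preparation as a block Il12a was called lower, as given under the other observations. Tnf was lower than in the untreated library within every preparation. Its log2 fold change of -0.29 lies under the 1.5-fold threshold, so it could not be called with or without the block. Without preparation 10, and so with fewer libraries on each side, 9 of the 29 genes of alternative activation were called.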

Even more, the top 10 of upstream regulators identified by IGF1 treated neutrophils was almost identical to the top 10 of IL4 treated neutrophils. These data show that IGF1 and insulin have different effects on neutrophils, whereas IL4 and IGF1 treatment causes almost identical transcriptional changes suggesting that IGF1 modulated neutrophil polarization by signaling pathways identical to IL4.

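IL4 and IGF1 raised largely the same genes. Of 12915 genes tested in both comparisons, 209 rose with IL4, 204 rose with IGF1 and 179 rose with both. Independent lists of these sizes would share 3.3 genes. Of 6 genes that fell with IL4 and 7 that fell with IGF1, 1 was shared and no gene went opposite ways. The shared gene, the membrane protein gene Ms4a4c, lost its calls in most alternatives, among them each single IL4 library left out. Genes that rose with both include Serpina3g, a serine protease inhibitor (3.30 with IL4 and 3.17 with IGF1 on the log2 scale), and Il4i1, an amino acid oxidase induced by IL4 (3.37 and 3.36). Across the 12915 genes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.875 and a Spearman correlation of 0.808. The untreated libraries are shared by both comparisons. In 100 simulated draws of unchanged groups against them, the mean Pearson correlation was 0.500 (highest 0.544) and the mean Spearman correlation 0.448. At most 1 gene was called in any simulated comparison, so the lack of a shared call there says nothing about the overlap. With an unadjusted p under 0.05 and 1.5-fold, the draws shared 9.8 genes on average, against 389 observed. The covariance was 0.109, against a simulated mean of 0.0214, a difference of 0.0878. IL4 in 2 preparations was also set against IGF1 in the other 2, each with the untreated libraries of its own preparations. Over the 6 arrangements the Pearson correlation was 0.330 to 0.602, with fewer treated and untreated libraries on each side than above. In these arrangements 213 to 215 of 215 genes called with IL4 had the same sign with IGF1. The 215 genes were called against all untreated libraries, so this count is not free of shared controls. Of 28 ERK immediate early and feedback genes none changed with IL4 (1 when adjusted over the list alone, camera adjusted p = 0.241), while with preparation as a block 5 rose and the camera adjusted p was 0.0394, against an adjusted p = 0.953 with an estimated correlation and no block. Without preparation 10, 125 genes were shared and the Pearson correlation was 0.826, without IL4 library S81 112 were shared, and with preparation as a block 301.

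**Figure D2:**
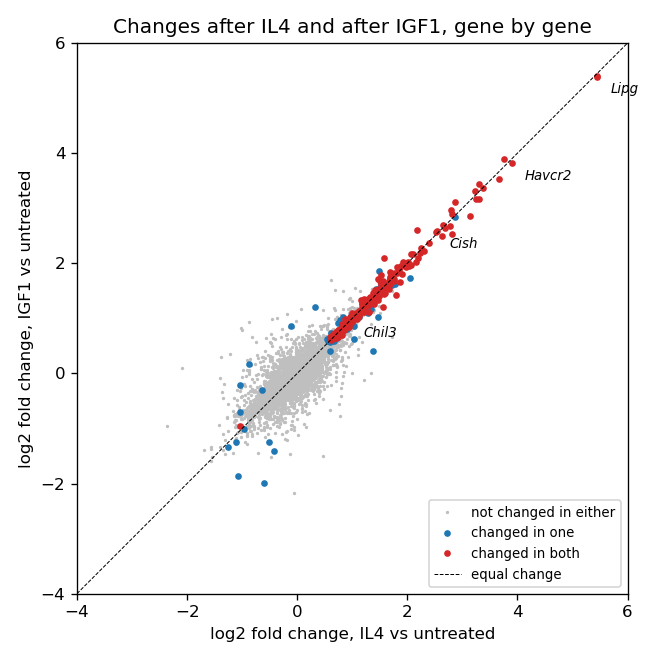
Log2 fold changes against untreated neutrophils on the log2(RPKM + 0.1) scale, IL4 on the horizontal and IGF1 on the vertical axis, for 12915 genes. Red points changed with both treatments (180 genes), blue points with 1 of them (66) and grey points with neither, and the dashed line marks equal change. Lipg, Havcr2, Cish and Chil3 lie near that line.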

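Compared with insulin, IGF1 raised a part of the genes of alternative activation and a few of JAK/STAT feedback at both doses. Of 29 genes of alternative activation 13 were higher with IGF1 than with 10 ng/mL insulin (19 when adjusted over the list alone) and 17 were higher than with 100 ng/mL (20 when adjusted over the list alone), and none was lower. Without preparation 10, and so with fewer libraries on each side, these counts were 6 and 9. The camera adjusted p was 2.46e-24 and 1.96e-22, with an adjusted p = 0.0128 and an adjusted p = 0.00276 with an estimated correlation. Cish was higher by 2.59 (standard error 0.20, limma adjusted p = 0.000241) and by 2.37 (standard error 0.17, limma adjusted p = 0.000177), and Chil3 by 0.97 and 1.04. Of 30 JAK/STAT components and feedback genes 5 were higher than with 10 ng/mL insulin and 7 than with 100 ng/mL (4 and 4 without preparation 10), with a camera adjusted p of 5.28e-06 and 6.01e-06 and an adjusted p = 0.526 and an adjusted p = 0.418 with an estimated correlation. Jak2 was higher by 0.85 against both doses (limma adjusted p = 0.00333 and 0.00697). Apoe was lower with IGF1 than with insulin, with log2 fold changes of -1.29 (limma adjusted p = 0.0147) and -1.10 (limma adjusted p = 0.0194). The Apoe calls were lost without IGF1 S77 or S95 in both comparisons (-1.21 and -1.02 without S77), at 10 ng/mL without preparation 10 (-1.36) and, at 100 ng/mL, without insulin S79, S85 or S97 (-0.99 for S85). The ERK list differed between IGF1 and insulin only with preparation as a block (camera adjusted p = 0.0196 for 10 ng/mL and 0.0288 for 100 ng/mL), with an adjusted p = 0.968 and an adjusted p = 0.99 with an estimated correlation and no block. From the differences between IGF1 and insulin and the near identity of the changes after IL4 and IGF1, together with the upstream regulators of Figure 1D, the paper concludes that IGF1 and insulin act differently on neutrophils, and it proposes that IGF1 polarizes neutrophils through the signaling pathways that IL4 uses.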

**Figure 1:**
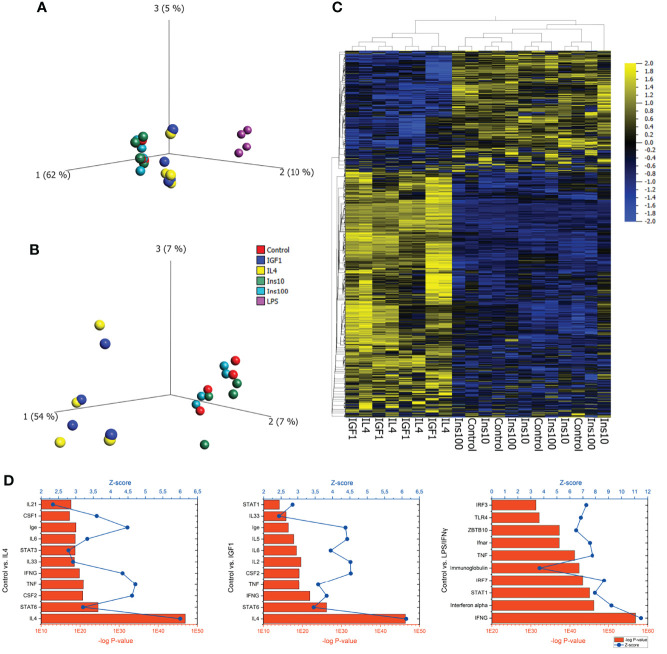
IGF1 and IL4 induce almost identical transcriptional changes in neutrophils **(A)** PCA plot of bone marrow derived neutrophils, untreated or treated for 4 hours with LPS/IFNγ (10/2 ng/mL), IL4 (20 ng/mL), IGF1 (10 ng/mL) or insulin (10 ng/mL and 100 ng/mL) after RNAseq analysis of transcriptomes shows 3 clusters of neutrophils. **(B, C)** A PCA plot **(B)** and a hierarchical clustered heatmap **(C)** without LPS/IFNγ treated neutrophils shows that IL4 and IGF1 treated, as well as control and insulin treated neutrophils cluster together. **(D)** IPA analysis of control vs IL4, IGF1 and LPS/IFNγ treated neutrophils identified upstream regulators. Bars represents –log p-values, line represents Z-scores.

### IGF1, But Not Insulin, Polarizes Neutrophils to a N2-Like Phenotype

To confirm the results obtained by RNAseq, qPCR was performed on genes observed to be differently regulated in RNAseq. First genes associated with pro-, and anti-inflammatory polarization were studied. LPS/IFNγ induced the expression of pro-inflammatory genes, type II nitric oxide synthase (*Nos2*), interleukin 12a (*Il12a*) and tumor necrosis factor α (*Tnf*) (**Figure 2A**), whereas IL4 induced expression of anti-inflammatory genes, arginase I (*Arg1*), resistin-like α (*Retnla*) and chitinase-3- like 3 (*Chi3l3*) (**Figure 2B**). In addition, IL4 treatment reduced *Il12a* expression. As for macrophages, IGF1 treatment promoted the development of an anti-inflammatory phenotype in neutrophils, characterized by the elevated expression of anti-inflammatory marker genes to almost the same extent as IL4. 

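Genes of pro- and anti-inflammatory polarization stayed near their untreated levels with insulin. In the sequencing data, Retnla had an RPKM of 0.120 ± 0.0856 without treatment, of 0.274 ± 0.286 with 10 ng/mL insulin and of 0.123 ± 0.120 with 100 ng/mL (SD, n = 4 each). These are log2 fold changes of 0.48 (95% interval -0.96 to 1.93) and -0.03 (-1.09 to 1.02). Chil3, listed as Chi3l3 in the qPCR of the study, had 2569 ± 171.7 and 2451 ± 292.8 RPKM (SD, n = 4 each), log2 fold changes of -0.01 (-0.18 to 0.16) and -0.09 (-0.31 to 0.13). Arg1 had 3 reads over the 4 libraries of 10 ng/mL, all in library S78, and 0 over those of 100 ng/mL, below the filter for testing. Among pro-inflammatory genes, Tnf had log2 fold changes of 0.07 (-0.78 to 0.93) and -0.01 (-0.94 to 0.92). Il12a had log2 fold changes of -0.28 (-0.81 to 0.24) and -0.37 (-0.87 to 0.13), with library S85 of the higher dose at 2.64 RPKM and the others at 1.85 or less. Nos2 had 7 reads over the 4 libraries of 10 ng/mL and 2 over those of 100 ng/mL, below the filter. The adjusted p from limma was 1 for each tested gene. These intervals leave out the pairing of libraries by preparation. With preparation as a block they were -0.03 to 0.18 and -0.12 to 0.10 for Tnf, -0.49 to -0.07 and -0.67 to -0.07 for Il12a (limma adjusted p = 0.858 and 0.589 with the block), and -0.44 to 1.41 and -0.63 to 0.56 for Retnla. These leave room for a change above 1.5-fold in Retnla at both doses and in Il12a at 100 ng/mL, and not in Tnf or Chil3.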

As observed in RNAseq, insulin was unable to increase expression of either anti-, or pro-inflammatory genes. In addition, the genes that were upregulated the most after IGF1 and IL4 treatment, carbonic anhydrase 4 (*Car4*), Solute carrier family 28 member 3 (*Slc28a3*) and the known M2 marker gene Family with sequence similarity 19, member A3 (*Fam19a3*). 

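All 3 genes rose from a low level. Car4, an enzyme that hydrates carbon dioxide at the cell surface (chromosome 11 of GRCm38, 84957786 to 84966044), had no read in the 4 untreated libraries, 21 to 50 reads in the IL4 libraries and 23 to 47 in the IGF1 libraries. Against a floor of 3 reads over the untreated group, which covers counting error only, Car4 was at least 41.4-fold higher with IL4 and at least 50.1-fold higher with IGF1. Its fitted log2 fold changes depend on the pseudocount and were 2.87 (limma adjusted p = 0.000193) and 3.10 (limma adjusted p = 0.000201). Slc28a3, a nucleoside transporter (chromosome 13, 58545399 to 58610877), went from 0.0488 ± 0.0157 RPKM to 1.34 ± 0.311 with IL4 and 1.27 ± 0.339 with IGF1 (SD, n = 4 each). Its log2 fold changes were 3.25 (standard error 0.21, limma adjusted p = 9.74e-05) and 3.17 (standard error 0.22, limma adjusted p = 0.000174). Fam19a3, a secreted chemokine-like protein (chromosome 3, 104767406 to 104781840), had 1 read over the untreated libraries, in S86, and 79 and 86 reads over the IL4 and IGF1 libraries. Its log2 fold changes were 1.52 (standard error 0.25, limma adjusted p = 0.0152) and 1.63 (standard error 0.21, limma adjusted p = 0.00456). The IL4 call of Fam19a3 was lost without untreated S74 or S92 (1.51 each) and without preparation 10, and both calls were lost with a pseudocount of 1 (0.26 and 0.28) and with values under 0.1 set to 0.1 (0.92 and 1.09).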

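In the sequencing data, Car4, Slc28a3 and Fam19a3 stayed near the floor with insulin and with LPS/IFNγ. Car4 had no read in any of the 8 insulin libraries and 1 read over the 4 LPS/IFNγ libraries. With IGF1 it was at least 46.9-fold higher than with 10 ng/mL insulin and at least 48.0-fold higher than with 100 ng/mL, against a floor of 3 reads over the insulin group. Slc28a3 had 32 reads over the 4 libraries of 10 ng/mL insulin, 25 over those of 100 ng/mL and 45 over those of LPS/IFNγ, against 37 untreated, 961 with IL4 and 873 with IGF1. Fam19a3 had 2, 3 and 4 reads over the same 3 groups. Below an RPKM of 0.1 in most libraries, the 3 genes were not tested for insulin or LPS/IFNγ against untreated neutrophils, and counts this low exclude only larger changes.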

All 3 markers confirmed the results of RNAseq and were upregulated in both IL4 and IGF1 treated neutrophils, but not after insulin or LPS/IFNγ treatment (**Figure 2C**). These result show that IGF1, but not insulin creates an anti-inflammatory phenotype in neutrophils. To analyze if the transcriptional changes translate into an anti-inflammatory phenotype of neutrophils after IGF1 treatment functional assays were applied. Neutrophils are known to release neutrophil extracellular traps (NETs) that are composed of extruded DNA. Both IL4 and IGF1 treatment of unstimulated neutrophils significantly reduced the amount of dsDNA in medium with 35.9 and 36.4% respectively (**Figure 2D**), but even stronger after stimulation with PMA (43.8 and 44% for IL4 and IGF1, respectively). Another function of neutrophils is phagocytosis. Increased phagocytosis is a characteristic of M2 macrophages (19). Both IL4 and IGF1 treatment increased phagocytosis of fluorescently labeled Staphylococcus aureus by 51 ± 3% and 43 ± 3%, respectively (**Figure 2E**). These data indicate that IGF1 treatment also alters the function of neutrophils to be more anti-inflammatory.

**Figure 2:**
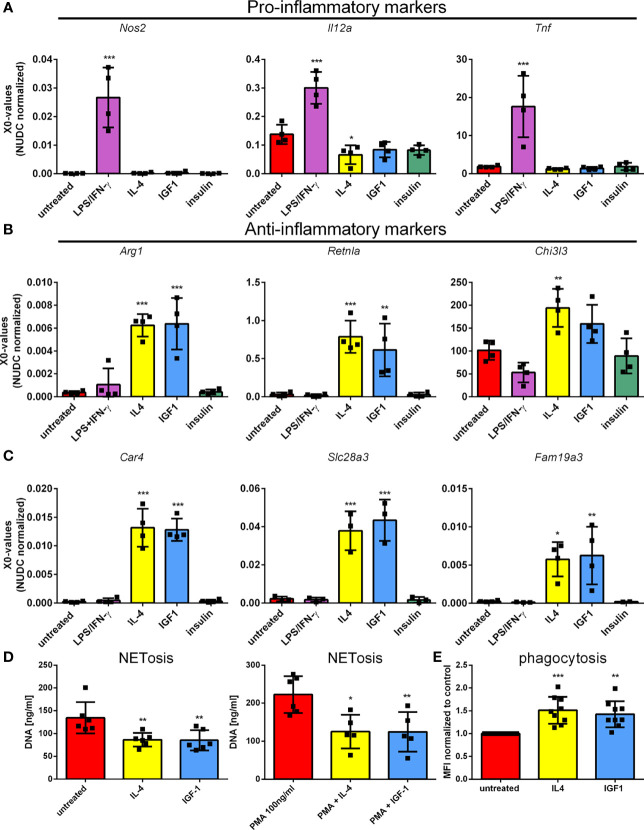
IGF1, but not insulin, polarizes neutrophils to a N2-like phenotype Bone marrow derived neutrophils were left untreated or treated 4 hours with LPS/IFNγ (10/2 ng/mL), IL4 (20 ng/mL), IGF1 (10 ng/mL) or insulin (10 ng/mL) and pro-inflammatory marker **(A)**, anti-inflammatory marker **(B)**, and the highest upregulated genes observed in RNAseq **(C)** expression was assessed by quantitative RT-PCR. **(D)** DNA content in supernatant was measured as a measure for NETosis, in the absence and presence of 100 ng/mL phorbol 12-myristate 13-acetate (PMA). **(E)** Phagocytosis of fluorescently labeled Staphylococcus aureus normalized to untreated neutrophils. LPS, Lipopolysaccharide; IFNγ, interferon-gamma; IL4, Interleukin 4; IGF1, Insulin-like growth factor 1; *Nos2*, nitric oxide synthase 2; *Il12a*, Interleukin 12a; *Tnf*, Tumor necrosis factor; *Arg1*, Arginase 1; *Retnla*, resistin like alpha; *Chi3l3*, chitinase-3-like 3. X0 values normalized to *Nudc* (nudC nuclear distribution protein) expression of single measurements are shown. Bars represent mean ± SD. *p<0.05, **p<0.01, ***p<0.001.

### Neutrophil Polarization Is Not Caused by Activation of the Known IGF1 Pathway

Since insulin and IGF1 treatment have different effects on neutrophil polarization and RNAseq data did not lead to identification of IGF1/insulin signaling as the main upstream regulator causing the observed changes, we investigated if both receptors are expressed by neutrophils. Immunoprecipitation showed that both the insulin and IGF1 receptors were present on neutrophils (**Figure 3A**). IGF1 and insulin are known to both activate the RAS/MAPkinase and the PI3K/AKT pathways. To study the involvement of these pathways in neutrophil polarization, we first looked at ERK phosphorylation. Treatment of neutrophils with insulin or IGF1 enhanced phosphorylation of the downstream protein ERK, whereas LPS/IFNγ and IL4 treatment did not (**Figure 3B**). We also investigated AKT phosphorylation. Interestingly, although AKT is expressed by neutrophils, none of our treatments was able to induce phosphorylation of AKT (**Figure 3C**). To directly assess an AKT involvement in polarization, neutrophils from Tie2-Cre Akt1^fl/fl^ and Tie2Cre Akt2^fl/fl^ knock-out mice were treated with the different polarizers. Tie2-Cre mice, which were developed to study transgenic expression in endothelial cells, have been shown to also affect hematopoietic cells (20). Western blot and qPCR analysis showed that in Tie2-Cre Akt1^fl/fl^ mice, Akt1 protein and gene expression were absent, without affecting Akt2, and in Tie2-Cre Akt2^fl/fl^ mice Akt2 expression was absent, without affecting Akt1 (**Figures 3D** and **S1**).

**Figure 3:**
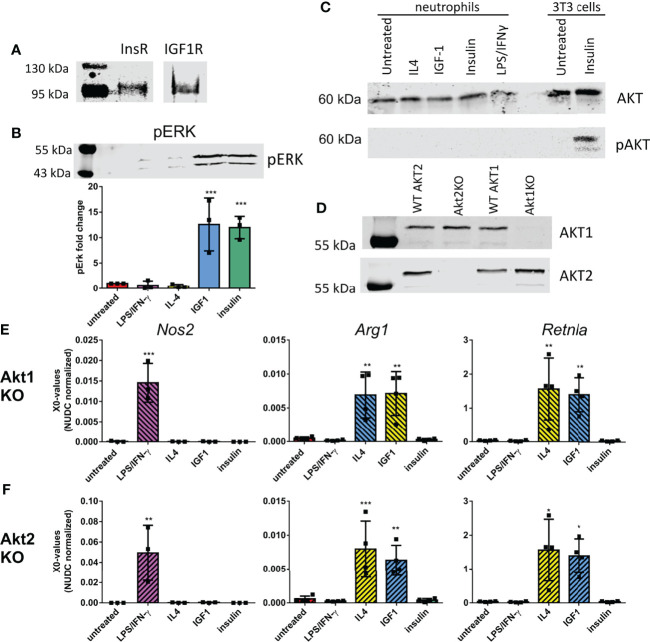
Neutrophil polarization is not caused by activation of the known IGF1 pathways **(A)** Immunoprecipitation showed the presence of the insulin-like growth factor 1 receptor (IGF1R) and insulin receptor (InsR) in bone marrow derived neutrophils **(B)** 10 min IGF1 and insulin treatment caused phosphorylation of ERK (pERK) as shown by western blot. Data is normalized to pERK in untreated neutrophils. **(C)** Western blot analysis showed the presence of AKT in bone marrow derived neutrophils, however none of our treatments caused AKT phosphorylation (pAKT) after 10 min treatment. As a positive control AKT phosphorylation of 3T3 cells after insulin treatment is shown on the same western blot. **(D)** Akt1 and 2 expression in Tie2-Cre Akt1^fl/fl^ and Tie2-Cre Akt2^fl/fl^ mice was assessed by Western blot. **(E-F)** N1 and N2 polarization after our treatments was unaffected in Tie2-Cre Akt1^fl/fl^ **(E)** and Tie2-Cre Akt2^fl/fl^ **(F)** neutrophils as shown by normal upregulation in quantitative RT-PCR of *Nos2* after LPS/IFNγ treatment and *Arg1* and *Retnla* after IL4 and IGF1 treatment. LPS: Lipopolysaccharide, IFNγ: interferon-gamma, IL4: Interleukin 4, IGF1: Insulin-like growth factor 1, *Nos2*: nitric oxide synthase 2, *Arg1*: Arginase 1, *Retnla*: resistin like alpha. X0 values normalized to *Nudc* (nudC nuclear distribution protein) expression of single measurements are shown. Bars represent mean ± SD. *p<0.05, **p<0.01, ***p<0.001.

The knock-out of *Akt1* or *Akt2* did not affect the upregulation of the N1 marker *Nos2* after LPS/IFNγ treatment (**Figures 3E, F**). Also the IL4 and IGF1 induced upregulation of the N2 markers *Arg1* and *Retnla* were not affected by the isotype specific AKT knock-out (**Figures 3E, F**), indicating that neutrophil polarization by IGF1 is independent of either AKT1 or AKT2.

### IGF1 Induces Neutrophil Polarization *via* JAK Activation

For macrophages it is known that polarization to a M1 or M2 phenotype after LPS/IFNγ or IL4 treatment depends on activation of the JAK/STAT pathway. For neutrophils this is still unknown. The almost identical transcriptional changes in IGF1 and IL4 treated neutrophils prompted us to take a closer look at this pathway using a combination of JAK inhibitors. InSolution™ JAK Inhibitor I has an IC_50_ value for JAK1 that is higher than that of the other JAKs and TYK2 (**Table 1**). Treatment of neutrophils with a high dose (250 nM) of InSolution™ JAK Inhibitor I, inhibiting all JAKs and TYK2, reduced LPS/IFNγ induced upregulation of *Nos2* and prevented IL4 induced upregulation of anti-inflammatory genes (**Figure 4A**). Notably, also IGF1 was no longer capable of polarizing neutrophils to an anti-inflammatory phenotype, indicating that JAK activation is necessary for IGF1 induced N2 polarization. At a low dose (5 nM), at which only JAK1 is active, InSolution™ JAK Inhibitor I prevented a significant upregulation of *Arg1* after both IL4 and IGF1 treatment and reduced the upregulation of *Retnla* by 61% and 69% for IL4 and IGF1, respectively. LPS/IFNγ induced upregulation of pro-inflammatory *Nos2* was significantly reduced by 65%, but was still significantly higher than in untreated cells. This shows that JAK1 appears to contribute to IL4 and IGF1 induced N2 polarization and might be necessary for upregulation of pro-inflammatory genes after LPS/IFNγ. To narrow down which other JAK isoform is responsible for neutrophil polarization, we used the JAK inhibitor Ruxolitinib, which has a 150 times lower IC_50_ for JAK1/2 than for JAK3 (**Table 1**). Again, a high concentration of 2.5 µM prevented polarization to a N1 or N2 phenotype (**Figure 4B**). A lower concentration (30nM), at which only JAK3 is active, the expression of pro- and anti-inflammatory markers after LPS/IFNγ and IL4 and IGF1 treatment, respectively, was suppressed, indicating that JAK3 activity is not necessary for either N1 or N2 polarization. Finally, inhibition of only JAK2, using BMS-911543 (IC_50_ values, see **Table 1**), prevented a significant upregulation of N1 and N2 markers (**Figure 4C**). The combined data of JAK inhibitor experiments indicate that both N1 and N2 polarization are mainly JAK2 dependent with also some contribution of JAK1.

**Table 1:** IC50 values for the Jak inhibitors used Table showing the IC50 values for the different JAK inhibitors used in this study and the concentrations used.

	IC50-values (nM)						
Inhibitor	JAK1	JAK2	JAK3	TYK2	High conc (nM)	Low conc (nM)	Inhibited at low concentration
Insolution™	15	1	5	1	250	5	JAK2/3/TYK2
Ruxolitinib	3.3	2.8	>390		2500	30	JAK1/2
BMS-911543	75	1.1	360	66		10	JAK2

The high concentration (high conc) inhibits all JAKs and TYK2, whereas at the lower concentrations (low conc) only specific JAKs are inhibited, which are shown in the last column.

**Figure 4:**
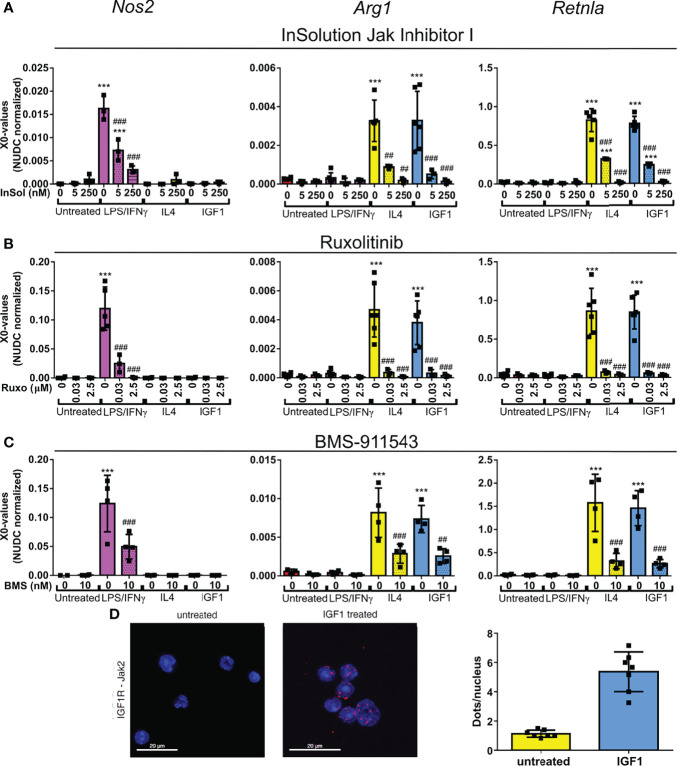
IGF1 induces neutrophil polarization *via* JAK activation **(A–C)** Quantitative RT-PCR analysis of bone marrow derived neutrophils untreated, or treated for 4 hours with LPS/IFNγ (10/2 ng/mL), IL4 (20 ng/mL) or IGF1 (10 ng/mL) in the presence or absence of the JAK inhibitors InSolution Jak Inhibitor 1 (Insol) **(A)**, Ruxolitinib (Ruxo) **(B)** or BMS-911543 (BMS) **(C)** shows that neutrophil polarization is dependent on Jak activation. EC_50_ values of the JAK inhibitors are shown in **Table 1**. X0 values normalized to *Nudc* (nudC nuclear distribution protein) expression of single measurements are shown. **(D)** Representative images and analysis of untreated and IGF1 treated neutrophils after proximity ligation assay with JAK2 and IGF1 receptor (IGF1R). Proximity ligation assay analysis of IGF1R with JAK1, JAK3 and TYK2 are shown in **Figure S1**. LPS, Lipopolysaccharide; IFNγ, interferon-gamma; IL4, Interleukin 4; IGF1, Insulin-like growth factor 1; *Nos2*, nitric oxide synthase 2; *Arg1*, Arginase 1; *Retnla*, resistin like alpha. Single measurements are shown. Bars represent mean ± SD. *p<0.05, **p<0.01 and ***p<0.001 when compared to untreated without inhibitor. ^#^p<0.05, ^##^p<0.01 and ^###^p<0.001 when compared to the same treatment without inhibitor.

JAKs are activated by phosphorylation after recruitment to activated receptors. In line with the proposed involvement of JAK2 in IGF1-mediated neutrophil polarization, proximity ligation assays with IGFR- and JAK2-specific antibodies revealed that IGF1 treatment substantially increased signal numbers when compared to unstimulated cells (**Figure 4D**). This indicates that the activated IGF1R recruits JAK2. In addition, no interaction of JAK1, JAK3 or TYK2 was observed after IGF1 treatment (**Figure S2**).

### LPS/IFNγ Cause STAT1 Phosphorylation, Whereas IL4 and IGF1 Cause STAT6 Phosphorylation

STAT1 and 6 phosphorylation downstream of activated JAK is known the be associated with M1 and M2 polarization in macrophages, respectively (21, 22). Therefore, we studied the effect of our treatments on STAT1 and STAT6 phosphorylation levels in neutrophils. STAT1 was phosphorylated in response to LPS/IFNγ only (**Figure 5A**). STAT6 was phosphorylated after both IL4 and IGF1 treatment (**Figure 5A**). Insulin treatment had no effect on STAT activation. When only JAK 1 or JAK 3 were active after treatment with Insolution™ JAK Inhibitor I or Ruxolitinib, respectively, no STAT6 phosphorylation was observed after IL4 and IGF1 treatment (**Figures 5B, C**), indicating that JAK2 activation is necessary for IL4 and IGF1 mediated STAT6 activation. Indeed, inhibition of JAK2 with BMS-911543, prevented STAT6 phosphorylation after IL4 and IGF1 treatment (**Figure 5D**). STAT1 phosphorylation after LPS/IFNγ treatment, was absent when JAK1 and 2 were inhibited with Ruxolitinib (**Figure 5C**). JAK1 activity alone, was sufficient to cause STAT1 phosphorylation, although less than without inhibition of the other JAKs (**Figure 5B**). JAK2 inhibition had no effect on STAT1 phosphorylation after LPS/IFNγ treatment (**Figure 5D**). These results show that JAK1 mediates STAT1 activation after LPS/IFNγ treatment, whereas JAK2 is responsible for STAT6 activation after IL4 and IGF1 treatment.

**Figure 5:**
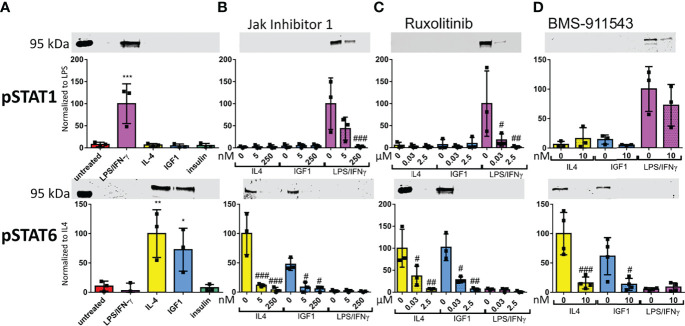
LPS/IFNγ cause STAT1 phosphorylation, whereas IL4 and IGF1 cause STAT6 phosphorylation **(A–D)** Representative western blots and analysis for STAT1 and STAT6 phosphorylation after 10 min treatment with LPS/IFNγ (10/2 ng/mL), IL4 (20 ng/mL) or IGF1 (10 ng/mL) without JAK inhibitor **(A)**, or in the presence of different concentrations of InSolution Jak Inhibitor 1 **(B)**, Ruxolitinib **(C)** or BMS-911543 **(D)**. Data is normalized to total protein stain, and for pSTAT 1 LPS/IFNγ without inhibitor is set to 100 and for pSTAT6 IL4 without inhibitor is set to 100. Single measurements are shown. Bars represent mean ± SD. *p<0.05, **p<0.01 and ***p<0.001 when compared to untreated without inhibitor. ^#^p<0.05, ^##^p<0.01 and ^###^p<0.001 when compared to the same treatment without inhibitor.

### IGF1 Treatment Reduces the Pro-Inflammatory Phenotype of Neutrophils After MI

Previously we could show that IGF1 improves outcome after MI by modulation of myeloid cells (18). To investigate to what extent IGF1 also creates an anti-inflammatory phenotype in neutrophils and macrophages *in vivo* we exposed mice to MI followed by reperfusion with and without IGF1 treatment and performed single cell RNA-sequencing (scRNA-seq) of cardiac myeloid cells, 3 days post-MI (**Figure 6A**). As demonstrated before, IGF1 treatment was protective and improved ejection fraction, stroke volume and cardiac output 1 week post-MI (**Figure S3**). Transcriptional profiling of all non-myocyte cells of the adult mouse heart performed by others focused on macrophage and fibroblast populations and resulted in none or only one granulocyte cell cluster (23, 24). In order to improve resolution of neutrophils, we isolated myeloid cells (CD45+CD11b+) by FACS sorting before scRNA-seq. Cell clustering with low resolution showed a clear distinction between neutrophils and other myeloid cells (monocytes, macrophages, dendritic cells) (**Figure 6B**). Both subsets were then reclustered with a higher resolution. The neutrophil subset contained in total 6635 cells, 3533 from control and 3102 from IGF1 treated mice. In neutrophils a medium of 2415 transcripts per cell was detected. The number of transcripts per cell was equal in the control and IGF1 treated groups. Unsupervised clustering created 8 cardiac neutrophil subsets (**Figure 6C**). Cluster NC1 is the largest neutrophil cluster and is characterized by a higher expression of, amongst them *Klf2*, *G0s2* and *Cd14* (**Figure 6D**). Neutrophils in cluster NC2 may represent young blood derived neutrophils characterized by the expression of transcripts such as *Retnlg, Slpi* and *Wfdc17* (10), indicating that these neutrophils might have entered the heart shortly before isolation. Cluster NC3 neutrophils express a high level of type I interferon-stimulated genes (e.g. *Isg15, Rsad2, Ifit1*). Cluster NC4 has a high expression of transcripts encoding ribosomal genes (*Rps8, Rpsa, Rps19, Rpl21*) and, compared to the other clusters, a significantly higher expression of, amongst others, *Tnf, Dusp2, Ppia, Icam1* and *Siglecf*. This transcription pattern is characteristic for old neutrophils, that have a more pro-inflammatory phenotype (9, 10). Cluster NC5 is characterized by the expression of genes including *Gdf15*, *Ftl1* and *Cstb*, and the absence of *Cxcr2*. Cluster NC6 and NC7 seem to be quite similar concerning gene expression. The main difference is a high expression of *Gm12840* in cluster NC6, whereas neutrophils in cluster NC7 have a high expression of *Ccl3* and *Ccl4*. Transcripts specific for cluster NC8, are genes associated with cardiomyocytes (e.g. *Tnnt2*, *Myl3*, *Actc1*, *Mb*). However, these cells express neutrophil markers (*S100a8*, *S100a9, Csf3r, Cxcr2, Mmp9, Csf1* and *Il1r2*) similar to the other clusters. They also have a comparable number of genes and number of transcripts indicating that these are not doublets (**Figure S4A**). Therefore, we assume that these neutrophils had phagocytosed other cells, which could explain the presence of cardiomyocyte derived transcripts.

**Figure 6:**
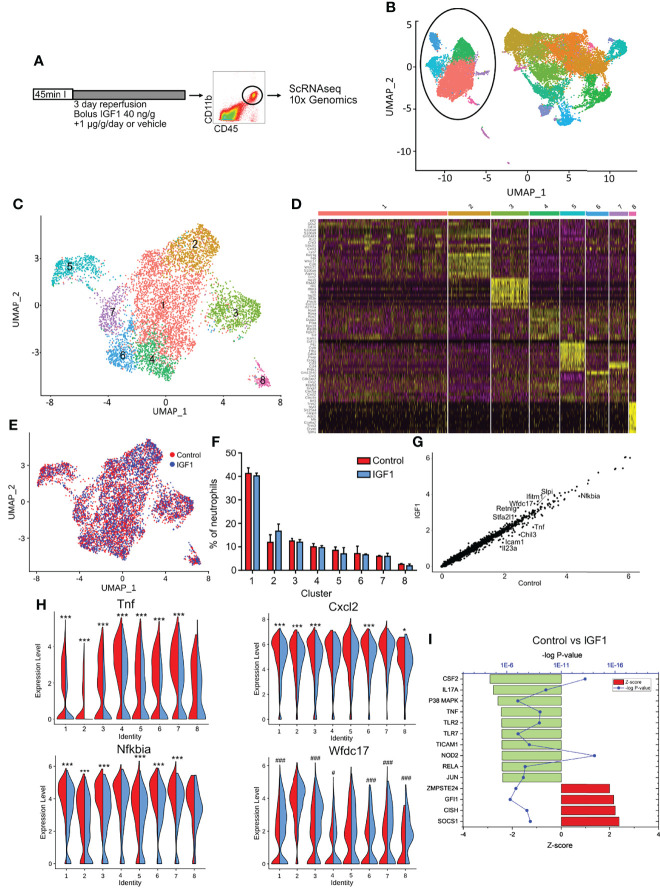
IGF1 treatment creates an anti-inflammatory phenotype of neutrophils after myocardial infarction. **(A)** Experimental protocol. C57BL/6J mice were subjected to 45-min LAD coronary artery occlusion and 3 days of reperfusion. At the start of reperfusion mice were treated with IGF1 or vehicle for 3 days. Hearts were digested and cardiac CD45+CD11b+ cells were sorted out for single cell RNA sequencing using the 10x Genomics platform. **(B)** UMAP of all CD45+CD11b+ cells shows a clear difference between neutrophils and other CD11b+ cells. Neutrophils are encircled. **(C)** Reclustering of neutrophils with a higher resolution results in 8 different neutrophil clusters. **(D)** Heatmap depicting the top 10 differently expressed genes for each cluster. **(E)** UMAP showing control (red) and IGF1 treated (blue) neutrophils does not show a differences in the distribution of neutrophils over the clusters. **(F)** The amount of neutrophils per cluster as percentage of the total number of neutrophils. **(G)** A scatter plot of all pooled neutrophils shows differences in gene expression between control and IGF1 treated neutrophils. The top 10 differently expressed genes are shown. **(H)** Violin plots show a clear difference in the expression of *Tnf*, *Nfkbia, Cxcl2* and *Wfdc17* in most clusters between control (red, left) and IGF1 (blue, right) treated neutrophils. **(I)** Upstream regulators that are affected after IGF1 treatment with a Z-score>2.0 after pooling all neutrophils. The 12 most changed upstream regulators are shown. Upstream regulators per cluster are represented in **Figure S4**. *p<0.05 higher in control, ***p< 0.001 higher in control, ^#^p<0.05 higher in IGF1, ^###^p<0.001 higher in IGF1.

The number of neutrophils per cluster was similar for each replicate, showing little variation between experiments. Analysis of cell distribution over the different clusters with and without IGF1 treatment, and the percentages of neutrophils in each cluster, revealed no clear differences (**Figures 6E, F**), indicating IGF1 does not affect cell distribution over the clusters. However, a scatter plot of all neutrophils, with control and IGF1 neutrophils on the x- and y- axis, respectively, indicated that IGF1 treatment downregulates *Nfkbia*, *Tnf*, *Icam1*, *IL23a* and *Chil3* and upregulates *Retnlg*, *Wfdc17, Ifitm1*, *Stfa2l1* and *Slpi* expression (**Figure 6G**). To see which clusters of neutrophils were responsible for this effect, we performed differential gene expression analysis within each cluster between IGF1 and control neutrophils (**Table S1**). We observed that IGF1 treatment downregulated genes involved in NFκB signaling in most clusters. *Tnf* expression was reduced in all clusters, except cluster 8, and *Nfkbia* and *Icam1* were downregulated in 6 out of 8 clusters (**Figures 6H** and **S4B**). On the other hand, *Wfdc17* and *Slpi* (**Figures 6H** and **S4B**), which have been shown to inhibit NFκB activity and reduce inflammation (25–28) are upregulated in 6 and 5 of 8 clusters, respectively.

To get more quantitative measures for the IGF1 effects we used the upstream regulator function in IPA to identify possible regulators that might have caused the alterations in gene expression patterns. When we used the DGE of all neutrophils (**Table S1**), IPA analysis showed a downregulation of NFκB involved upstream regulators. TNFα and NFκB subunit Rela were downregulated after IGF1 treatment (p=10^-10^, Z-score 2.45 and p=10^-8^, Z-score 2.4, respectively) (**Figure 6I**) and the NFκB pathway itself was downregulated in 4 of 8 clusters (**Figure S4C**). Furthermore, the upstream regulators TLR2 (p=10^-9^, Z-score 2.4), TLR7 (p=10^-8^, Z-score 2.4), TICAM1 (p=10^-9^, Z-score 2.4) and NOD2 (p=10^-15^, Z-score 2.4), which are all known to activate NFκB, were downregulated after IGF1 treatment (**Figure 6I**). The pathway that was downregulated with the highest Z-score (2.9, p=10^-14^) was the granulocyte-macrophage colony stimulating factor (CSF2) (**Figure 6I**). In addition, *Cxcl2*, the potent chemokine responsible for the attraction of neutrophils, was downregulated in 5 of 8 clusters after IGF1 treatment (**Figure 6H**). These markers indicate a reduction in neutrophil production and neutrophil chemotaxis respectively. IGF1 treatment upregulated the SOCS1 pathway (p=10^-9^, Z-score 2.4) and Cytokine-inducible SH2-containing protein (CISH) pathway (p=10^-8^, Z-score 2.2). Both have been associated with a reduction of pro-inflammatory cytokines (29, 30). Indeed, we observed a reduction in gene expression of *Tnf* and *Il23a*, and a downregulation of the TNF, IL17a and IL1β pathway after IGF1 treatment (**Figures 6H, I**, **S4C** and **Table S1**)

Together, these results show that IGF1 treatment after MI does not create a specific type of neutrophil, or changes the distribution of neutrophils over the clusters, but reduces the pro-inflammatory phenotype of neutrophils in each cluster.

### IGF1 Treatment Reduces the Pro-Inflammatory Phenotype in Macrophages After MI

Also the other myeloid cells (monocytes, macrophages and dendritic cells) were re-clustered. This subset contained 14143 cells, 6870 in the control group and 7273 in the IGF1 treated group, with a median of 13 021 transcripts per cell. Reclustering resulted in 15 clusters, with 1 cluster of dendritic cells (DC) (CD209 DC; cluster MC8), 1 cluster of monocytes (MC14), 1 cluster of monocytes turning into macrophages (MC2) and 12 macrophage clusters (**Figures S5A, B**). These clusters were comparable to clusters observed after MI by Dick et al. (31). Cluster MC9 was comparable to the Timd4 cluster, with a characteristic expression of *Timd4* and *Lyve1*, cluster MC12 with the MHCII cluster, with a higher expression of antigen-presentation genes, cluster MC7 were CCR2+ macrophages, cluster MC5 was enriched in type I interferon-stimulated genes, cluster MC6 are proliferating macrophages and the other clusters are macrophages specific to MI as defined by Dick et al. (31). Also for macrophages, IGF1 treatment did not alter the distribution of cells over the clusters (**Figures S5C, D**), but in general showed attenuated expression of pro-inflammatory genes (**Table S2**). Also here, the top 5 of downregulated genes were pro-inflammatory; *Nfkbia* was downregulated in 8, *Tnf* and *Cxcl2* in 6, and *Dusp2* and *Tnfsf9* in 4 clusters (**Figures S5E, F**). The top 5 of upregulated genes after IGF1 treatment included *Hspa8* (10 clusters), *Hspa5* and *C1qa* (9 clusters) and *C1qc* and *C1qb* (7 clusters) (**Figures S5E, F**). *C1q* has been associated with M2 polarization of macrophages (32). IPA analysis of DGE after IGF1 treatment in each cluster, also showed a reduced inflammatory type, with downregulation of the pro-inflammatory upstream regulators TNF, IL1β, MyD88 and TICAM1 and an upregulation of anti-inflammatory CISH (clusters MC 3, 4, 5, 10, 11 and 13), whereas others showed the opposite (clusters MC8, 9, 12 and 15) (**Figure S5G**). Thus, the pattern of reduced pro-inflammatory gene expression was also found in macrophages, although not as pronounced as for the neutrophils.

## Discussion

We show that IGF1 polarizes neutrophils to an anti-inflammatory phenotype *in vitro* by activation of the non-canonical downstream JAK-STAT pathway. Interestingly, insulin, which is highly similar to IGF1, does not activate this pathway, and has no effect on neutrophil polarization. 3 day IGF1 treatment after MI improved cardiac function and attenuated the expression of pro-inflammatory genes in neutrophils and macrophages as shown by scRNA-seq of myeloid cells isolated from mouse hearts. Thus, IGF1 acts like an anti-inflammatory cytokine *in vitro* and *in vivo*.

Comprehensive transcriptional profiling of all non-myocyte cells of the adult mouse heart only results in 1 granulocyte population (23, 24). Therefore, we isolated myeloid cell by FACS sorting before scRNA-seq. ScRNA-seq showed that IGF1 treatment after MI did not create a specific type of neutrophil or macrophage, because no specific “IGF1 cluster” was detected. In addition, the distribution of neutrophils and macrophages over the clusters was quantitatively similar for IGF1 and control cells, indicating that IGF1 did not affect the size of a specific cluster. However, when looking at differences between control and IGF1 treated cells within each cluster, a clear IGF1 effect was observed for neutrophils, and to a lesser extent in macrophages. In most clusters, IGF1 downregulated pro-inflammatory genes, attenuated effects of pro-inflammatory upstream regulators, and enhanced contribution of anti-inflammatory upstream regulators based on IPA analysis of differently expressed genes.

A major target of IGF1 treatment *in vivo* appeared to be NF-κB, because NF-κB related genes including *Tnf*, *Icam1*, and the NF-κB-negative feedback gene *Nfkbia* were less expressed in both IGF1-treated neutrophils and macrophages after MI. In addition, an upregulation of *Wfdc17* and *Slpi* and *C1q* was observed in IGF1 treated neutrophils and macrophages, respectively, which have been associated with inhibition of NF-κB activity (25–27, 33, 34). Also IPA analysis of possible upstream regulators indicated a reduced activity of regulators that are known to activate NF-κB, including TLR2, TLR7, TICAM1 and NOD2. The NF-κB pathway plays an important role in cells of the innate immune system. It is responsible for the transcriptional induction of pro-inflammatory cytokines, chemokines and inflammatory mediators (35). In addition, these mediators can promote differentiation of inflammatory T-cells. In macrophages, NF-κB is a key transcription factor for M1 macrophages and required for the induction of pro-inflammatory genes (36). In neutrophils, NF-κB activation mediates cell adhesion, promotes inflammation, inhibits neutrophil apoptosis and has been linked to NETosis (37). Of note, NF-κB-DNA binding activity was higher in IGF1R knock-out macrophages, and the enhanced production of TNFα and IL6 in IGF1R KO macrophages after IFNγ treatment was completely abolished by NF-κB inhibitors (38).

Next to genes involved in the NF-κB pathway, IPA analysis showed an upregulation of SOCS1 and CISH. Both have been associated with a reduction in pro-inflammatory cytokines (29, 30). Indeed, we observed a reduction in gene expression of *Tnf* and *Il23a*, and a downregulation of the TNF, IL17a and IL1β pathway after IGF1 treatment. Furthermore, we observed a downregulation of cysteine/glutamate transporter *Slc7a11* in IGF1 treated neutrophils. *Slc7a11* has been associated with ROS production (39). Additionally, IGF1 treatment upregulated genes that enable endopeptidase inhibitor activity (*Wfdc17, Stfa2l1* and *Slpi*). Neutrophil endopeptidases are able to destroy the extracellular matrix, and therefore their inhibition could be cardioprotective. Indeed, several studies show a reduction in ischemia-reperfusion injury after endopeptidase inhibition (40, 41). Moreover, IGF1 treatment caused a downregulation of the expression of the chemokine *Cxcl2* in both neutrophils and macrophages. Cxcl2 is a potent chemokine released by neutrophils and macrophages, responsible for attracting more neutrophils (42). IPA analysis also showed a downregulation of CSF2 in neutrophils after IGF1 treatment. CSF2, also known as granulocyte-macrophage colony stimulating factor, stimulates growth and proliferation of different hematopoietic precursor cells, including neutrophils and macrophages. A reduction in neutrophil chemotaxis to the infarcted area and reduced production of neutrophils and macrophages might indicate resolution of inflammation. Recent scRNA-seq studies of cardiac neutrophils after MI identified neutrophils with a high expression of SiglecF, which were pro-inflammatory (9, 10). Interestingly, differentially expressed genes in our IGF1 treated neutrophils seem to be regulated in an opposite direction of genes that contributed to the pro-inflammatory phenotype in SiglecF^HI^ neutrophils (9). Of the top 10 genes that were downregulated in SiglecF^HI^ neutrophils, 6 were upregulated after IGF1 treatment in at least 1 cluster (*Retnlg, Slpi, Ccl6, Asprv1* and *Lrg1*), and of the top 10 genes that were upregulated in SiglecF^HI^ neutrophils, 4 were downregulated after IGF1 treatment in at least 1 cluster (*Hexb, Nfkbia, Icam1* and *Tnf*). Altogether, this shows that IGF1 treatment attenuates the pro-inflammatory phenotype in neutrophils and in macrophages.

Using qPCR, FACS analysis and aptamer proteomics others showed that the amount of anti-inflammatory neutrophils increases with time after MI (7, 11). Our scRNA-seq results show that these anti-inflammatory neutrophils do not form a specific cluster, but that the neutrophils in existing clusters become less inflammatory. Also others that performed scRNAseq on different days after MI did not find a specific cluster of anti-inflammatory neutrophils (9, 10). Similar results were obtained for tumors (8) or bacterial infection (43). Xie et al. observed that *E. coli* challenge did not change the identity of neutrophil populations, which still had the same signature genes when compared to control neutrophils (43). However, infection up-and downregulated genes within each subpopulation, indicating that neutrophils within each cluster adapt themselves to the infection. Likewise, we and others (31) did not observe a specific M2-like cluster for macrophages post-MI using ScRNA-seq. The accumulating data on *in vivo* cell macrophage and neutrophil cell clusters supports the view that the extensive polarization induced by e.g. single cytokines is a helpful classification *in vitro*, but cannot be simply transferred to *in vivo* conditions. This finding is not unexpected because *in vivo* cells are modulated by amongst others a plethora of growth factors, cytokines and lipid mediators. For macrophages, it was demonstrated that far more phenotypes with divergent expression patterns than the classical M1/M2 macrophages can be induced, demonstrating that M1/M2 reflect only a minor part of their extensive plasticity. Thus, the combined activity of various polarizers affecting macrophages in a complex scenario as in MI, will not result in a defined M1/M2 state. Today it is unclear if neutrophil polarization shows a similar diversity in response to different polarizers. However, it can be expected that *in vivo* modulation of neutrophils by one additional cytokine (such as IGF1) will rather shift the expression patterns of neutrophils than polarizing them to a defined state as shown by scSeq data obtained by us and others.

Despite all limitations of the concept of *in vitro* polarization, this experimental approach is useful to analyze signaling pathways which are involved in the action of a specific cytokine. *In vitro*, IGF1 upregulated anti-inflammatory marker genes and the global effects of IGF1 on neutrophil gene expression as assessed by RNAseq were identical to that of IL4, a known N2 polarizer (7). In addition, functional assays show identical responses for IGF1 and IL4. Both reduce NETosis, which has been negatively correlated with outcome after MI (44), and increase phagocytosis, which is also a characteristic of anti-inflammatory M2 macrophages (19). 

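Over the 212 genes that rose with IL4, the median log2 fold change within a preparation was 1.23 ± 0.045 with IL4 and 1.21 ± 0.071 with IGF1 (SD, n = 4 preparations). The median difference between IGF1 and IL4 over these genes was -0.003 ± 0.038 (SD, n = 4 preparations). The genes were chosen on the IL4 libraries and on the untreated libraries that every treatment is compared with, so none of these values is independent of that choice. With insulin their median was 0.044 ± 0.028 at 10 ng/mL and 0.024 ± 0.034 at 100 ng/mL (SD, n = 4 preparations each).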

Like IL4, IGF1 uses the JAK-STAT pathway to induce N2-like neutrophil polarization *in vitro*. Although some reports linked JAK-STAT signaling to IGF1 mediated signal transduction, this pathway is rather non-canonical in contrast to the well- established signaling *via* PI3K/AKT and the RAS/RAF/ERK pathways. Previously, it was shown that IGF1 can activate JAK1 and JAK2 and thereby phosphorylation of STAT3, but not STAT5, in IGF1 receptor overexpressing 293T cells (45). For primary neutrophils we show here that IGF1 enhances phosphorylation of STAT6. Thus, STAT6 phosphorylation, which is known to be important for IL4 induced macrophage polarization to an anti-inflammatory phenotype (21) also seems to be necessary for the polarization to an N2 phenotype. Although small molecule inhibitors with different specificities towards the various JAK isoforms have been developed, the specific inhibition of single JAK isoforms cannot be achieved because of overlapping inhibitory functions. Using several inhibitors at different concentrations to make use of different IC_50_ values we narrowed down JAK2 as the major JAK isoform mediating the effects of IL4 and IGF1 on neutrophil polarization. Of note, an inhibitor with relatively high specificity for JAK2 prevented N2 polarization of IL4 and IGF1 to a large extent and also suppressed STAT6 phosphorylation. In addition, an IGF1-inducible close spatial interaction of JAK2 and the IGF1R, supports a direct activation of JAK2 by the IGF1 receptor.

Whereas all of our data point towards a JAK2-STAT6 axis in N2 like neutrophil polarization *in vitro*, we found no indication that the IGF1 effect required AKT or ERK phosphorylation. N2-like polarization was still detected in bone marrow derived neutrophils from AKT1 and AKT2 knockout mice, and IGF1 in concentrations that induce N2-like polarization did not increase AKT phosphorylation. Moreover, insulin, although activating the RAS/RAF/ERK pathway, induced neither STAT6 phosphorylation nor N2 polarization, which argues against a substantial impact of ERK in N2-like polarization.

The functional differences between IGF1 and insulin in neutrophil polarization are an interesting aspect of the cell-type specific actions of both closely related hormones raising the question how the precise interactions of the IGF1R and JAK2 are mediated. The proximity ligation assay demonstrates a close spatial interaction of IGF1R and JAK2. However, if this requires adapter molecules remains unclear.

Polarization of neutrophils has been shown to play an important role in different diseases. Pro-tumorigenic N2 neutrophils produce pro-angiogenic factors, matrix-degrading enzymes (46, 47), and pro-metastatic proteins (48). On the other hand, anti-tumor N1 neutrophils generate growth inhibiting reactive oxygen species (49) and increase immune recognition of tumor cells (50). Thus, promotion of N1 neutrophils may be the preferred therapeutic option to fight cancer cells. In cardiovascular disease, however, a shift towards N2 neutrophils may have therapeutic benefit. In stroke, N2 neutrophils promote phagocytosis (51, 52). Thereby they increase the removal of debris from the inflamed tissue, but also cause self-clearance. This can contribute to the restoration of tissue homeostasis and improve stroke outcome. In myocardial infarction neutrophil phenotype has been shown to influence left ventricular remodeling (7). N1 neutrophils were correlated with infarct wall thinning, whereas N2 neutrophils seem to attenuate adverse left ventricular remodeling (7). We already showed that the cardioprotective effects of IGF1 after MI are caused by myeloid cells (18). This study now shows that IGF1 can attenuate the pro-inflammatory phenotype in neutrophils and macrophages after MI, which may represent the key mechanism for its cardioprotective effects.

## Material and Methods

### Animals

Experiments were performed with neutrophils isolated from C57Bl/6J mice. Mice were housed under standard housing conditions (12h dark/12h light cycle; water and food *ad libitum*). All animal experiments were approved by the Bezirksregierung Düsseldorf, Germany and performed in accordance with the Guide for the Care and Use of Laboratory Animals published by the NIH (NIH publication 85-23, revised 1996).

### Neutrophil Isolation and Polarization

Neutrophils were isolated from bone marrow from mice as described by Mocsai et al. (53) with some alterations. Mice were sacrificed by cervical dislocation. Bone marrow cells were flushed from the femurs and tibias with Ca^2+^-Mg^2+^-free HBSS with 20 mM HEPES and 0.5% FCS. Red blood cells were lysed using 0.2% NaCl, after which osmolarity was restored with 1.6% NaCl. The suspension was filtered through a 100-micron cell strainer to remove remaining bone parts and clots. After centrifugation, the pellet was dissolved in HBSS solution and layered on top a 62.5% Percoll layer. This was centrifuged 30 min at 1000 xg at RT without brakes, to separate the neutrophils from remaining bone marrow cells. After gradient centrifugation, the bottom layer, containing the neutrophils, was transferred to a separate tube and washed twice in HBSS solution. After this, cells were dissolved in medium (VLE Dulbecco DMEM with 3% FCS, 1 mM HEPES and 1% PenStrep) and 5-6 x 10^6^ cells per well were plated in a 6-well plate. Cells were left untreated or treated with 20 ng/mL IL-4, 10 ng/mL LPS and 2 ng/mL IFNγ, 10 ng/mL IGF1 or 10 or 100 ng/mL insulin for 4 hours at 37°C. In some experiments, additionally 250 or 5 nM of Janus kinase (Jak) family inhibitor (CAS 457081-03-7); 0.03 or 2.5 µM of Ruxolitinib; or 10 nm of BMS-911543 was added. After incubation, cells were collected, pelleted and resuspended in TRIzol or cell lysis buffer and stored at -20°C until further analysis.

### Real Time PCR and RNA Sequencing Transcript Expression Analysis

RNA isolation was performed using TRIzol reagent according to the manufacturer’s instructions. For real time PCR, 1 µg RNA was used to synthetize cDNA using the QuantiTect reverse transcription kit (Qiagen). qPCR was performed on the Step-One Plus real-time PCR system (Applied Biosystems) with Maxima SYBR Green and ROX qPCR Master Mix (Steinbrenner). Transcript quantities were calculated according to Sasse et al. (54) and normalized to NUDC mRNA. PCR primer sequences are given in **Table S3**.

For RNA sequencing, DNase digested total RNA samples used for transcriptome analyses were quantified (Qubit RNA HS Assay, Thermo Fisher Scientific) and quality measured by capillary electrophoresis using the Fragment Analyzer and the ‘Total RNA Standard Sensitivity Assay’ (Agilent Technologies, Inc. Santa Clara, USA). All samples in this study showed high quality RNA Quality Numbers (RQN; mean = 9.96). The library preparation was performed according to the manufacturer’s protocol using the ‘VAHTS™ Stranded mRNA-Seq Library Prep Kit for Illumina^®^’. Briefly, 300 ng total RNA were used for mRNA capturing, fragmentation, the synthesis of cDNA, adapter ligation and library amplification. Bead purified libraries were normalized and finally sequenced on the HiSeq 3000/4000 system (Illumina Inc. San Diego, USA) with a read setup of SR 1x150 bp. The bcl2fastq tool was used to convert the bcl files to fastq files as well for adapter trimming and demultiplexing.

Data analyses on fastq files were conducted with CLC Genomics Workbench (version 12.0.3, QIAGEN, Venlo. NL). The reads of all probes were adapter trimmed (Illumina TruSeq) and quality trimmed (using the default parameters: bases below Q13 were trimmed from the end of the reads, ambiguous nucleotides maximal 2). Mapping was done against the Mus musculus (mm10; GRCm38.86) (March 24, 2017) genome sequence. Statistical analysis was performed using Qlucore Omics explorer software. RPKM values were log2 transformed and prefiltered (threshold 0.1). After grouping of samples according to experimental conditions either multi-group comparison or two-group comparison functions were used. Samples with absolute fold change <1.5, and p<0.05 were considered to be differentially expressed genes (DGE). DGE were transferred to the Ingenuity Pathway Analysis (IPA) (Qiagen Inc. 2016) platform to identify possible upstream regulators which might have caused the transcriptional changes.

### Neutrophil Extracellular Trap Formation Assay

To induce NETosis, 150 000 neutrophils were seeded per well in a 96-well plate in 100 µl polarization medium without FCS. Neutrophils were then treated with the different polarizers IL-4 (20 ng/ml), IGF1 (10 ng/ml) in the presence or absence of 100 ng/ml PMA for 4 hours at 37°C. Then, 50 µl Quant-iT™ PicoGreen^®^dsDNA reagent (Thermo Fisher Scientific (P7581)) in a dilution of 1:100 was added to each well and incubated for 10 minutes at 37°C. After incubation, the fluorescence was measured using a fluorescence microplate reader and standard fluorescein wavelengths (excitation ~480 nm, emission ~520 nm).

### Phagocytosis Assay

The phagocytosis capacity of neutrophils was measured by flow cytometry using fluorescently labelled (FITC) Staphylococcus aureus (Thermo Fisher Scientific (S2851)). 150 000 neutrophils were seeded per well in 100 µl polarization medium in a 96-well plate. Neutrophils were then treated with the polarizer IL-4 (20 ng/ml) or IGF1 (10 ng/ml) for 4 hours at 37°C. Afterwards, neutrophils were incubated for 15 minutes with fluorescently labelled Staphylococcus aureus at a concentration of MOI 10. Thereafter, neutrophils are collected and washed with PBS. The fluorescence intensity of each cell was measured by flow cytometry, and presented as fold change compared to untreated.

### Western Blot

Cells were lysed in lysis buffer 4% SDS, 50mM Tris, 150mM NaCl, pH 7.4) supplemented with protease- and phosphatase inhibitors and were put in ultrasonic bath for 3 minutes for 3 times with 5 minutes break in between. Protein concentration was determined with a bicinchoninic acid assay (BSA) protein assay kit (Thermo Scientific). Equal amounts of protein were loaded on a 7.5 or 10% separating gel separated by SDS-PAGE and electrotransferred onto Protran nitrocellulose membranes in a PierceTM G2 Fast Blotter. Membranes were blocked in Odyssey blocking buffer (LI-COR Biosciences) and analyzed with antibodies against phospho-ERK (4307), AKT (2920), phospho-AKT Ser473 (9271), phospho-STAT1 (9167) from Cell Signaling Technology or phospho-STAT6 (700247) from Invitrogen. Secondary antibodies used were α-rabbit or α-mouse IRDye800CW and α-mouse IRDye680RD from LI-COR Biosciences. Signals were detected and quantified with an Odyssey near-infrared scanner (LI-COR Biosciences).

### Immunoprecipitation

Neutrophils used for immunoprecipitation were immediately after treatment dissolved in lysis buffer (10 mM Tris, 100 mM Natriumchlorid, 1% Igepal).

IGF1 receptor (#3027) and insulin receptor (#3025) antibodies from Cell Signaling Technology were bound to Protein A sepharose beads *via* the FC region of the IP antibody and subsequently incubated with the sample, resulting in formation of an antigen-antibody complex. This antigen-antibody complex was centrifuged in order to pellet the immune complex; the supernatant was removed. The beads were then washed and centrifuged three times to remove unspecific and unbound proteins. Finally, beads were western blotted as described above.

### Proximity Ligation Assay

Proximity Ligation Assay (Duolink^®^ *In Situ* Red Starter Kit Mouse/Rabbit, DUO92101, SigmaAldrich) was used according to manufacturers’ instruction to analyze interaction of the IGF1R and Jak2. In short, neutrophils were adhered to glass slides covered with Corning Cell tack in 24 well plates. They were left untreated, or treated 10 min with IGF1, after which they were fixed with 4% PFA and permeabilized with Triton (0.3%). Following washing steps, cells were blocked with Duolink blocking solution for 1 hour at 37°C. Subsequently, the primary antibody solution (IGF1 Receptor, AHO1292, Thermo Fisher Scientific and JAK1 (3344, Cell Signaling), JAK2 (3230, Cell Signaling), JAK3 (MA5-15561, Thermo Fisher) or TYK2 (PA5-119493, Thermo Fisher) was incubated over night at 4°C. Next day, cells were washed and incubated in PLA probe solution 1h at 37°C, after which cells were ligated 30 min at 37°C. Amplification was performed by adding polymerase for 100 min at 37°C. Cells were washed, nuclei were stained with DAPI and sealed using cover slips. Images were taken with a Zeiss LSM 880 Airyscan.

### *In Vivo* Myocardial Infarction

Myocardial infarction was induced in mice as described before (18, 55). In short, mice were anesthetized with 2% isoflurane, intubated and ventilated with oxygen-enriched gas (40% oxygen) using a Minivent microventilator (Hugo Sachs, Germany). To keep body temperature at 37.5°C, mice were placed in a supine position on a warming plate (Uno, Zevenaar, The Netherlands). For analgesia, the mice received buprenorphine (0.1 mg/kg body weight, subcutaneously (s.c.)). Electrocardiography (ECG) was recorded during the complete surgery. Thoracotomy was performed, the pericardium dissected and a 7-0 surgical prolene suture was passed underneath the LAD coronary artery 1 mm from the tip of the left atrium. Tightening the snare induced myocardial ischemia, which was confirmed by blanching of the myocardium and a ST-elevation in ECG. After 43 min ischemia, to mice obtained a bolus IGF1 (40 ng/g, Miltenyi Biotec, Bergisch Gladbach) or vehicle (0.1% BSA). Reperfusion was initiated after 45 min by opening the snare occluder, the suture was removed and the chest was closed. Micro-osmotic minipumps (Alzet, 1003D) were implanted s.c., to administer IGF1 (1 µg/g/day) or vehicle. After they gained spontaneous breathing, mice were extubated. After surgery, animals received buprenorphine (0.1 mg/kg s.c.) every 4 hours and in drinking water (0.009 mg/mL) over night for 3 days for analgesia.

### Echocardiography

Left ventricular function was analyzed before and 1 week after myocardial infarction using a Vevo2100 system (Visualsonics) equipped with a 30 MHz linear scanner as described previously (18, 55). Images were acquired at frame rates consistently above 200 frames/s. Mice were anesthetized with 2% isoflurane and placed in a supine position on a heated handling platform. ECG and breathing rates were monitored and body temperature was kept at 37°C with an infrared warming lamp, when required. The linear scanner was placed in a rail-based fixation system and Brightness (B)-mode movies of the parasternal long axis (PSLAX) and mid-ventricular, apical and basal orthogonal short axis were acquired by a blinded investigator. End diastolic (ED) and end systolic volumes (ESV) were determined by tracing of the endocardium in both diastole and systole. Simpson was used for analysis of ventricular volumes. Ejection fraction (EF) was calculated with the formula EF=((EDV-ESV)/EDV)*100.

### FACS Sorting

After 3 days of reperfusion, cardiac myeloid cells were isolated to perform single cell sequencing. To prevent blood contamination, hearts were retrograde perfused with PBS/heparin/Actinomycin D. A single-cell suspension was obtained *via* retrograde perfusion with digestion buffer (collagenase I (450 U/mL, Worthington Biochemical, LS004197), DNAse I (60 U/mL, Roche Diagnostics, 10104159001) and Actinomycin D in Hank’s balanced salt solution (HBSS) (Gibco, 14025)). After removal of atria, hearts were cut in ~1 mm³ pieces using a tissue chopper (McIlwain tissue chopper, Cavey Laboratory Engineering Co. Ltd.). Tissue was further digested for 30 min at 37°C in digestion buffer. Tissue clusters were triturated by pipetting 12 times using a 10 mL serological pipet after 10 and 20 min incubation, and 30 times using a 1 mL pipette at the end of digestion. After digestion, cells were filtered through a 100 µm filter and centrifuged 1 min at 50g to remove cardiomyocytes. Supernatant was filtered through a 40 µm filter, centrifuged at 300g for 10 min and the pellet was dissolved in FACS buffer (PBS with 0.5% BSA and 2 mM EDTA). Cells were incubated with Fc Block (Biolegend, 101302) for 10 min after which they were stained with CD45-FITC (Biolegend 103108) and CD11b- APC (BD Biosciences, 553312). To detect neutrophils in the single cell sequencing analysis, Ly6G TotalSeq antibody was added (Biolegend, 127659), and IGF1 and control animals were labeled with different Totalseq hashtag antibodies (Biolegend, 155831 and 155833) and incubated for 15 min. Cells were washed, propidium iodid was added to label dead cells, and living, single CD45^+^CD11b^+^ cells were FACS-sorted (MoFlo XDP, Beckman-Coulter). To reduce the influence of daily variations, on each experimental day one control and one IGF1 treated animal were prepared. Equal amounts of cells from each sample were combined after FACS-sorting. Cell quality was checked with trypan blue staining and visual inspection before starting single-cell RNA sequencing.

### Single Cell Library Generation

A total of ~16.000 cells were used as input for the single-cell droplet libraries generation for each sample (consisting of 1 control and 1 IGF1 sample) on the 10X Chromium Controller system utilizing the Chromium Single Cell 3’ NextGEM Reagent Kit v3.1 (10X Genomics, Pleasanton, CA, USA) according to manufacturer’s instructions. Sequencing was carried out on a NextSeq 550 system (Illumina Inc. San Diego, USA) with a mean sequencing depth of ~50.000 reads/cell.

### Processing of 10X Genomics Single Cell Data

Raw sequencing data was processed using the 10X Genomics CellRanger software (v3.1). Raw BCL-files were demultipexed and processed to Fastq-files using the CellRanger *mkfastq* pipeline. Alignment of reads to the mm10 genome and UMI counting was performed *via* the CellRanger *count* pipeline to generate a gene-barcode matrix. All samples were aggregated and normalized for sequencing depth using the cellranger *aggr* pipeline.

Further analyses were carried out with the Seurat v3.2 R package (56–58). Initial quality control consisted of removal of cells with less than fewer than 200 detected genes as well as removal of genes expressed in less than 3 cells. Furthermore, cells with a mapping rate of > 10% to the mitochondrial genome have been removed, as they represent dead or damaged cells. Demultiplexing based on cell labeling with hashtagging antibodies was also done in Seurat. Cell doublets have been removed from the dataset using DoubletFinder v2.0 (59). Normalization has been carried out utilizing SCTransform. Dimensional reduction of the data set was achieved by Principal Component analysis (PCA) based on identified variable genes and subsequent UMAP embedding. The number of meaningful Principal Components (PC) was selected by ranking them according to the percentage of variance explained by each PC, plotting them in an “Elbow Plot” and manually determining the number of PCs that represent the majority of variance in the data set. Cells were clustered using the graph-based clustering approach implemented in Seurat v3.0. Markers defining each cluster as well as differential gene expression between different clusters were calculated using a Wilcoxon Rank Sum test which is implemented in Seurat. After this initial analysis of all cells, we identified Neutrophils and Macrophages and performed a separate reclustering analysis with either of the two cells types using the workflow described above.

### Statistics

All data are presented as mean ± SD. Statistical analysis, with the exception of microarray and Sc-RNAseq data, was performed using Graph Pad Prism 7. qPCR data and Western blot data without inhibitors were analyzed by One-Way ANOVA, with Dunnett’s *post-hoc* test against untreated neutrophils. qPCR and Western blot data after inhibitor treatment were analyzed by One-Way ANOVA with Tukey’s *post-hoc* test. Results from the proximity ligation assay were analyzed using an independent T-test. For all statistical tests, a p<0.05 was considered significant.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repositories and accession numbers can be found below.

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198319

https://www.ebi.ac.uk/arrayexpress/experiments/E-MTAB-11590.

## Ethics Statement

The animal study was reviewed and approved by the Bezirksregierung Düsseldorf, Germany.

## Author Contributions

AG and RN conceived the study, designed the experiments, and supervised the project. RN, SR, AS, AH, and SG performed the experiments and analyzed the data. PP and KK performed the RNAseq analysis and TL and KK performed the ScRNAseq analysis. AG and RN wrote the manuscript. All authors critically reviewed and approved the manuscript.

## Funding

This work was funded by the German Research Foundation (CRC 1116 “Master Switches in Cardiac Ischemia”, TP A06 and the DFG program “Sequencing costs in projects”, SEQ2069) and by a grant of the Dr. Sigrid-Worch-Pöhler Stiftung and to AG and the Forschungskommission of the Heinrich Heine University to RN.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Insulin-Like Growth Factor 1 Attenuates the Pro-Inflammatory Phenotype of Neutrophils in Myocardial Infarction
**Source:** Front Immunol. 2022 Jul 15;13:908023. doi: 10.3389/fimmu.2022.908023
**Supplement:** Supplementary file 1

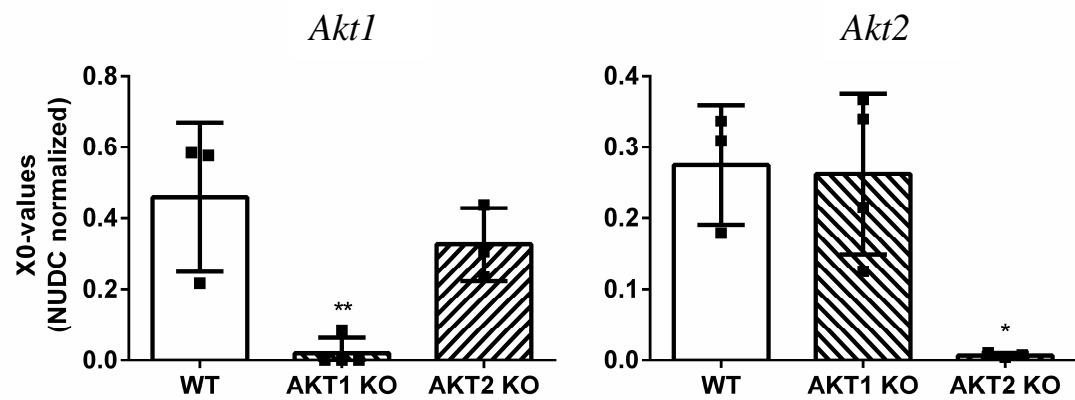

Supplementary Figure 1. RT-PCR of *Akt 1* and *Akt2* in Tie2-Cre *Akt1^{fl/fl}* and Tie-2 *Akt2-Cre Akt2^{fl/fl}* mice (related to Figure 3). *Akt1* and 2 expression in Tie2-Cre *Akt1^{fl/fl}* and Tie2-Cre *Akt2^{fl/fl}* mice was assessed by RT-PCR. X0 values normalized to *Nudc* (nudC nuclear distribution protein) expression of single measurements are shown. Bars represent mean ± SD. * p<0.05, ** p<0.01

# Supplementary material for: Insulin-Like Growth Factor 1 Attenuates the Pro-Inflammatory Phenotype of Neutrophils in Myocardial Infarction
**Source:** Front Immunol. 2022 Jul 15;13:908023. doi: 10.3389/fimmu.2022.908023
**Supplement:** Supplementary file 2

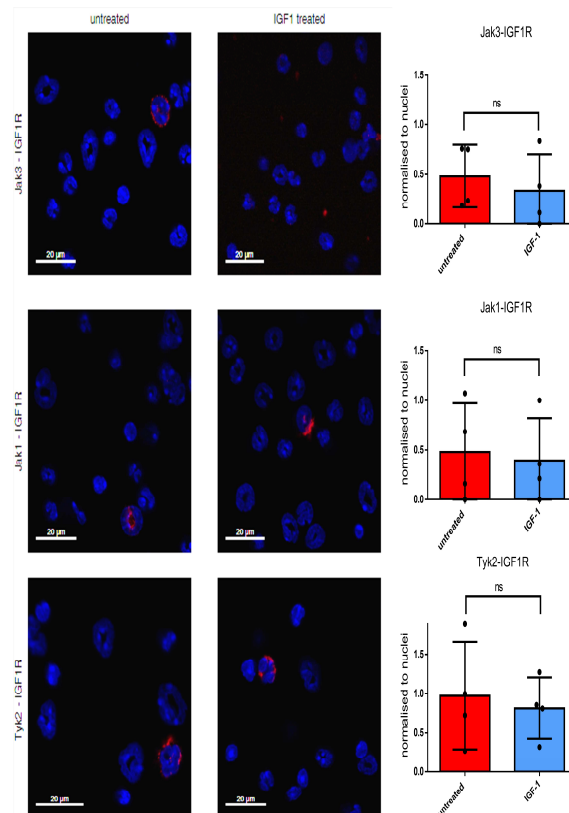

Supplementary Figure 2. Proximity ligation assay JAK1, JAK3 and TYK2 with the IGF1 receptor (Related to Figure 4). Representative images and analysis of untreated and IGF1 treated neutrophils after proximity ligation assay with JAK3, JAK1 and TYK2 and IGF1 receptor (IGF1R).

# Supplementary material for: Insulin-Like Growth Factor 1 Attenuates the Pro-Inflammatory Phenotype of Neutrophils in Myocardial Infarction
**Source:** Front Immunol. 2022 Jul 15;13:908023. doi: 10.3389/fimmu.2022.908023
**Supplement:** Supplementary file 3

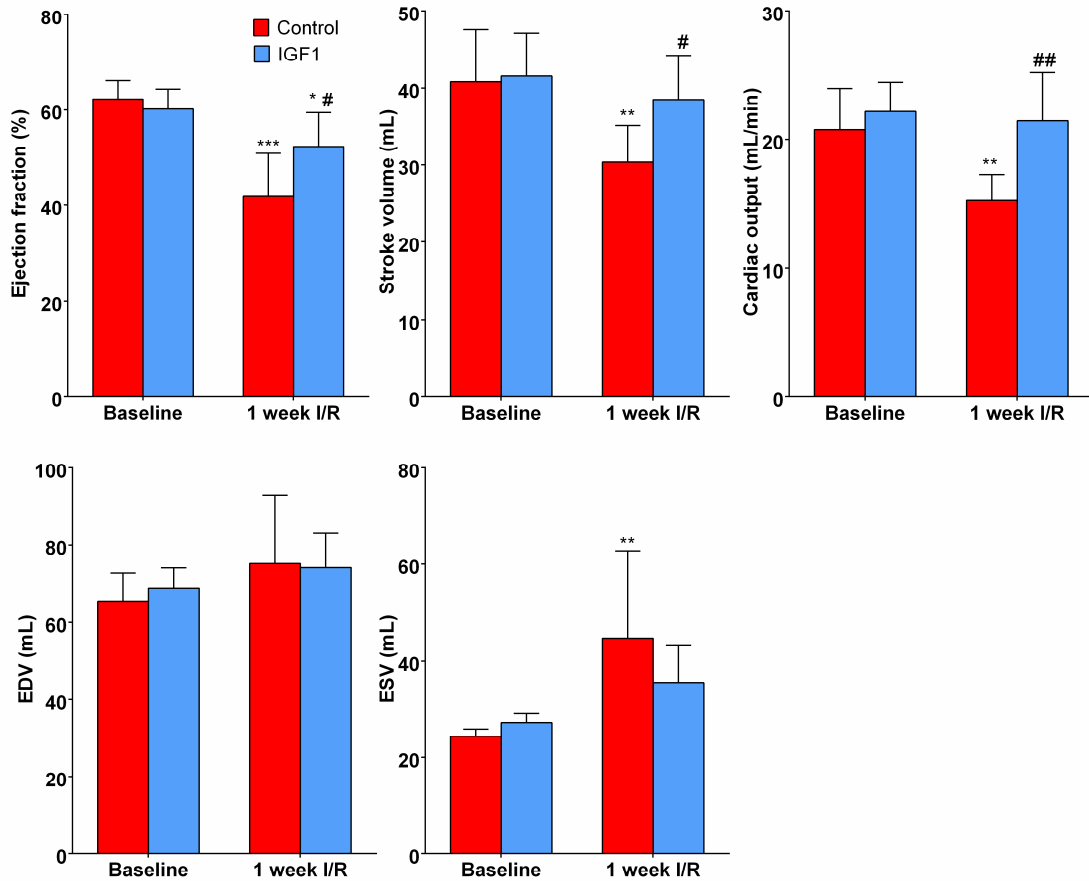

Supplementary Figure 3. IGF1 improves cardiac function after myocardial infarction (related to Figure 6). Ejection fraction, stroke volume, cardiac output, end-diastolic volume (EDV) and end-systolic volume (ESV) of mice at before and 1 week after myocardial infarction in control (red) and IGF1 (blue) treated mice. Bars represent mean $\pm$ SD. n=6 (control) or 8 (IGF1). * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$ when compared to baseline. # $p < 0.05$, ## $p < 0.01$ when compared to control at the same time point.

# Supplementary material for: Insulin-Like Growth Factor 1 Attenuates the Pro-Inflammatory Phenotype of Neutrophils in Myocardial Infarction
**Source:** Front Immunol. 2022 Jul 15;13:908023. doi: 10.3389/fimmu.2022.908023
**Supplement:** Supplementary file 4

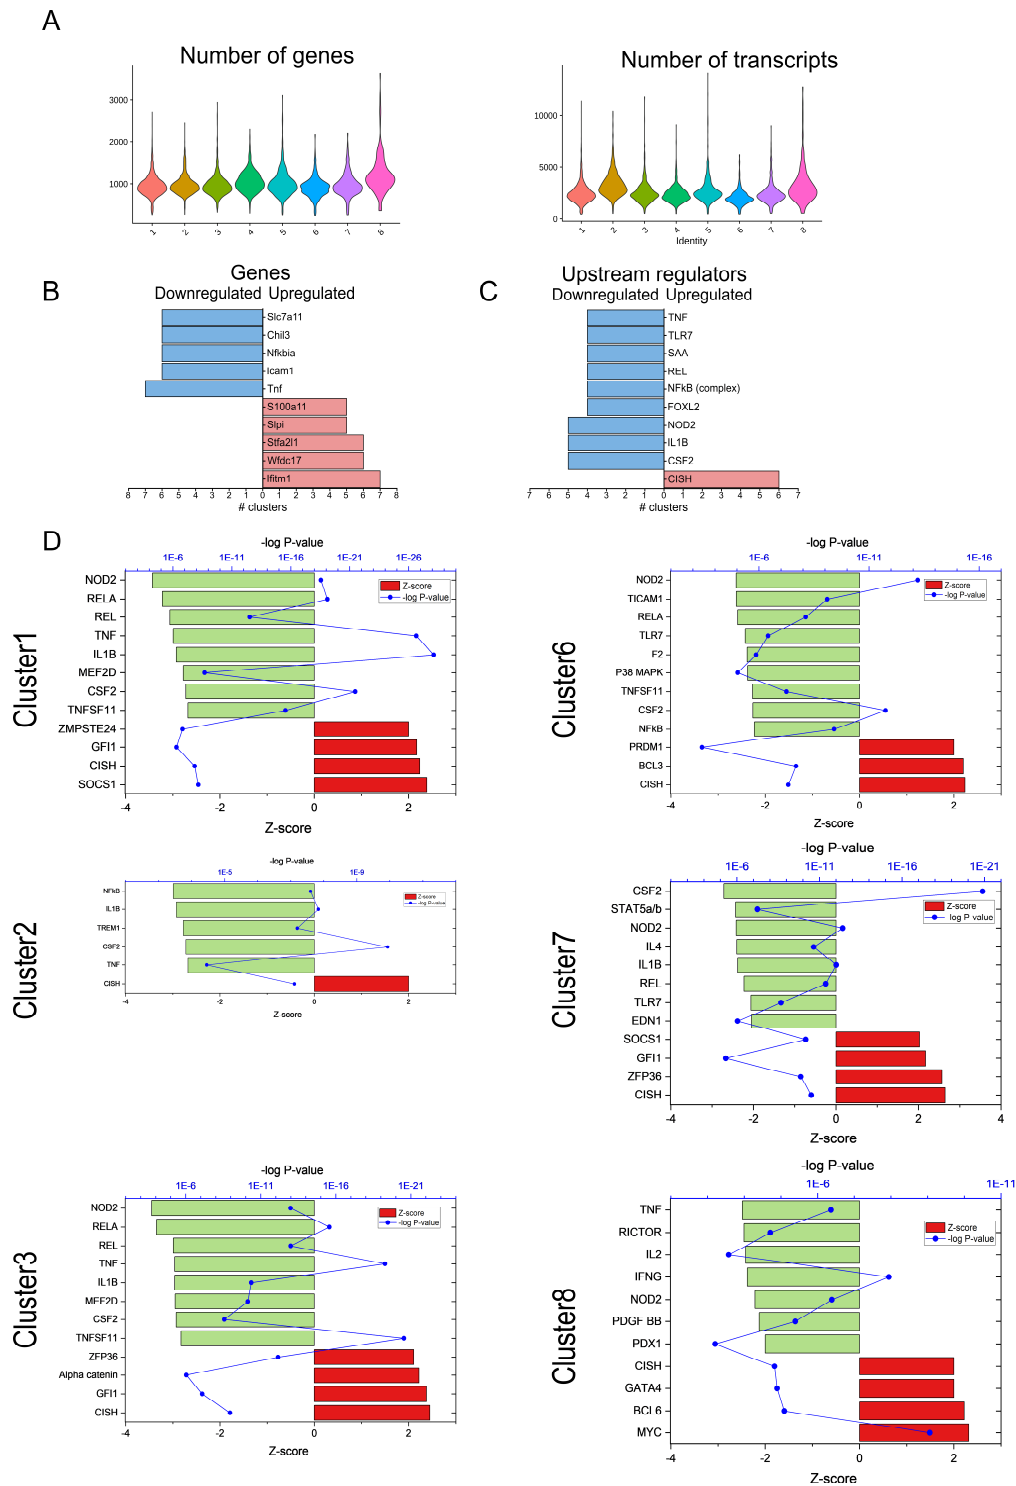

Supplementary Figure 4. IGF1 changes gene expression in neutrophils after MI (Related to Figure 6). (A) Violin plots of the number of transcript and number of genes within each neutrophil cluster. (B) The top 5 of up- and down regulated differentially expressed genes after IGF1 treatment and (C) The top 10 of upstream regulators changed after IGF1 treatment. The x-axis shows to number of clusters in which the gene/upstream regulator is significantly up- (red, right) or downregulated (blue, left). (D) Upstream regulators that are affected after IGF1 treatment with a Z-score>2.0. The 12 most changed upstream regulators are shown.

# Supplementary material for: Insulin-Like Growth Factor 1 Attenuates the Pro-Inflammatory Phenotype of Neutrophils in Myocardial Infarction
**Source:** Front Immunol. 2022 Jul 15;13:908023. doi: 10.3389/fimmu.2022.908023
**Supplement:** Supplementary file 5

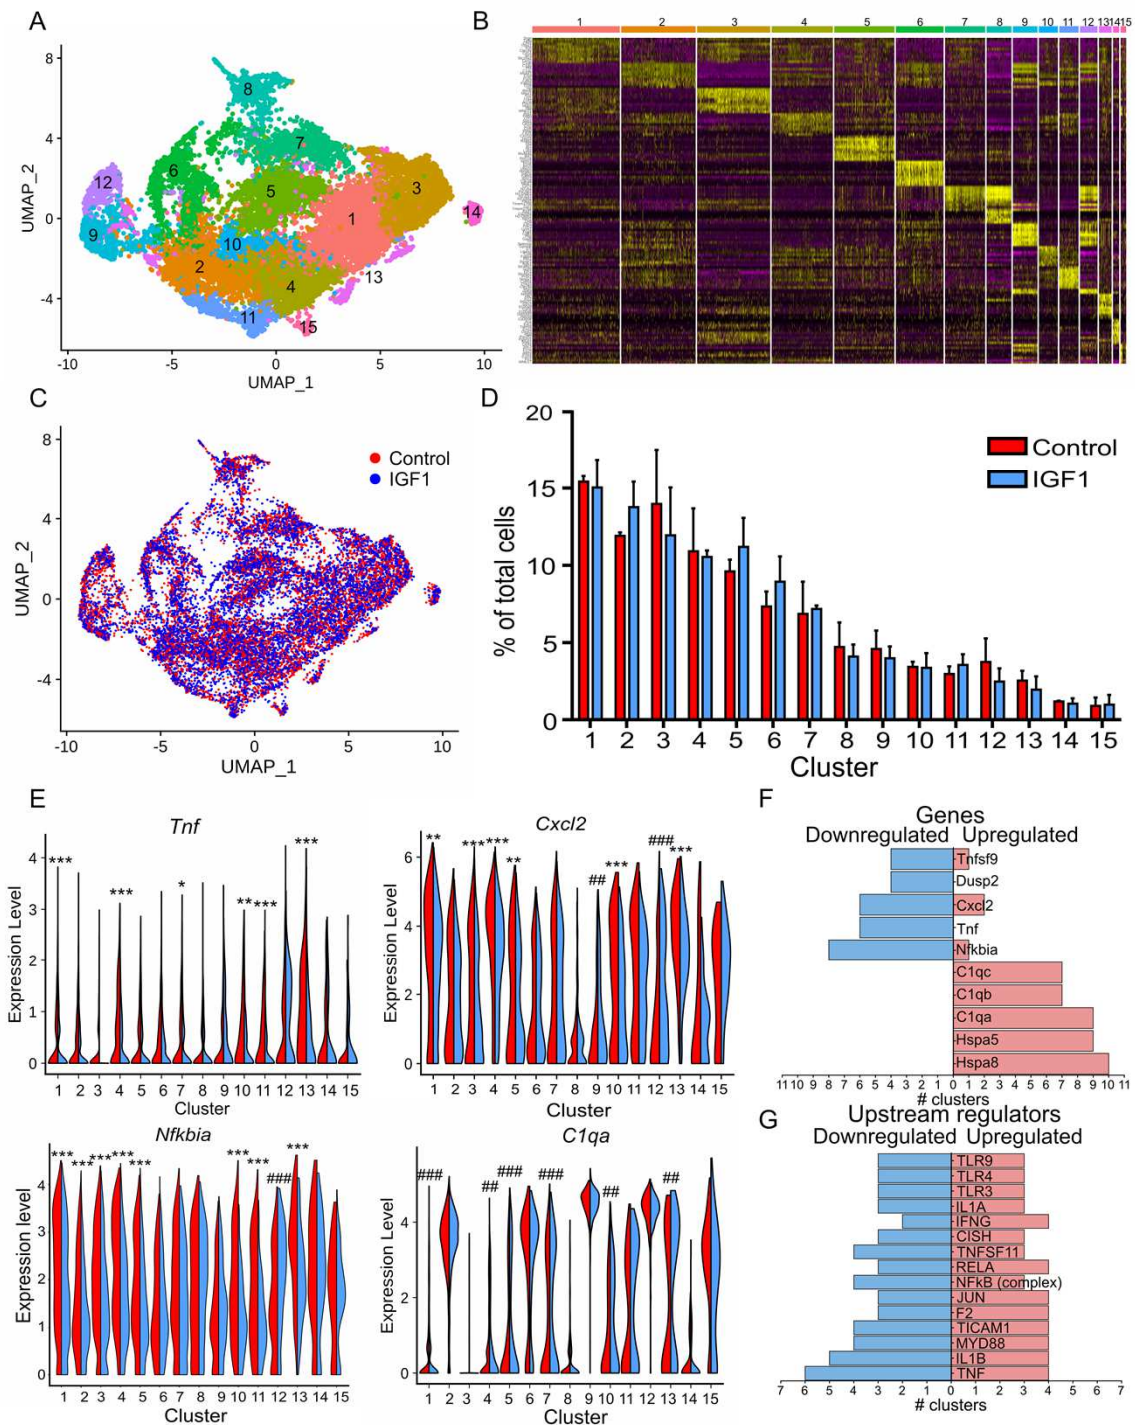

Supplementary Figure 5. IGF1 treatment creates an anti-inflammatory phenotype of macrophages after myocardial infarction (related to Figure 6). (A) Reclustering of non-neutrophil myeloid cells with a higher resolution resulted in 15 different clusters. (B) Heatmap depicting the top 10 differently expressed genes for each cluster. (C) UMAP showing control (red) and IGF1 treated (blue) non-neutrophil myeloid cells does not show a clear differences in the distribution of cells over the clusters. (D) The amount of cells per cluster as percentage of the total number of non-neutrophil myeloid cells. (E) Violin plots show a clear difference in the expression of *Tnf*, *Nfkb1a*, *Cxcl2* and *C1qa* in multiple clusters between control (red, left) and IGF1 (blue, right) treated cells. (F) The top 5 of up- and down regulated differentially expressed genes after IGF1 treatment. The x-axis shows to number of clusters in which the gene is significantly up- (red, right) or downregulated (blue, left). (G) Top 10 upstream regulators affected after IGF1 treatment as determined by IPA analysis. * $p < 0.05$ higher in control, ** $p < 0.01$ higher in control, *** $p < 0.001$ higher in control, ## $p < 0.01$ higher in IGF1, ### $p < 0.001$ higher in IGF1

# Supplementary material for: Insulin-Like Growth Factor 1 Attenuates the Pro-Inflammatory Phenotype of Neutrophils in Myocardial Infarction
**Source:** Front Immunol. 2022 Jul 15;13:908023. doi: 10.3389/fimmu.2022.908023
**Supplement:** Supplementary file 8

Table S3. PCR primer

| Name | Direction | Sequence 5’-3’ | Manufacturer |
| --- | --- | --- | --- |
| *Nudc* | Fwd  Rev | AGAACTCCAAGCTATCC  CTTCAGGATTTCCTGTTC | Sigma-Aldrich, USA |
| *Tnf* | Fwd  Rev | CTATGTCTCAGCCTCTTCTC CATTTGGGAACTTCTCATCC | Sigma-Aldrich, USA |
| *Nos*2 | Fwd  Rev | CATCACCAGTATTATGGCTC  TTTCCTTTGTTACAGCTTCC | Sigma-Aldrich, USA |
| *Il12a* | Fwd  Rev | GAAGACATCATGAAGAC  CTCTTGTTGTGGAAGAAGTC | Sigma-Aldrich, USA |
| *Arg1* | Fwd  Rev | CTGACCTATGTGTCATTTGG  CATCTGGGAACTTTCCTTTC | Sigma-Aldrich, USA |
| *Retnla* | Fwd  Rev | GATGAAGACTACAACTTGTTCC  AGGGATAGTTAGCTGGATTG | Sigma-Aldrich, USA |
| *Chi3l3* | Fwd  Rev | TCACAGGTCTGGCAATTCTTCTG  TTTGTCCTTAGGAGGGCTTCCTCG | Invitrogen, USA |
| *Car4* | Fwd  Rev | GCATTTATGATTGAGGTAGGAG  AATGGGGTTTGGAGATACTG | Sigma-Aldrich, USA |
| *Slc28a3* | Fwd  Rev | CATTTAAGATCCTGCCCATC  CCAATAAATATGTTGCCAGC | Sigma-Aldrich, USA |
| *Fam19a3* | Fwd  Rev | AAAACCAGACAACACCTAAG  CCATCTGATGAACAATATGGC | Sigma-Aldrich, USA |

How the deposited data were processed for this re-analysis (not part of the article)

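The series holds 24 libraries of mouse bone marrow neutrophils, 4 in each of 6 groups (untreated, LPS/IFNγ, IL4, IGF1, insulin at 10 ng/mL and insulin at 100 ng/mL), taken after 4 hours of culture. The authors made the deposited RPKM values with CLC Genomics Workbench 12.0.3 on GRCm38 (release 86), after base calling with bcl2fastq 2.17.1.4 as their notes give it. The strand setting of the counting, and whether the p-values of the paper were adjusted, are not given in the sources used here. The files hold 48709 genes, and 21058 of them had a value above 0 in any library. Gene positions and lengths came from GENCODE M21.

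Mapped reads were recovered per library as the total at which the RPKM values of genes become whole reads. Of the genes above 0 in any library, 14720 gave whole reads, within a tolerance of 0.0001 reads that is wider for the most abundant genes, at the annotation length. For the other 6338 the length was fitted so that reads come out whole, so these do not test the recovery. Libraries held 18748634 to 30925209 mapped reads (median 23305916), and 83.54% to 90.05% of them lay on genes. The 10 most abundant genes of a library took 11.53% to 14.52% of its reads. A value of RPKM is a share of the reads of a library, so genes that rise strongly lower the values of all others.

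Values were taken as log2(RPKM + 0.1), and genes with at least 0.1 RPKM in at least 4 of the 8 libraries of a comparison were tested with limma 3.58.1 (statmod 1.5.0, R 4.3.3; empirical Bayes with trend and robust settings). A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold. Comparisons were 9 in number: each treatment against untreated, IGF1 against IL4 and against each insulin dose, and the insulin doses against each other. Gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation, with fry and with preparation as a block. The 25 lists were IL4/STAT6 alternative activation, NF-κB and TLR inflammatory genes, chemokines, type I interferon stimulated genes, interferon γ induced GTPases and antigen processing, PI3K/AKT/FOXO and insulin responsive genes, ERK immediate early and feedback genes, JAK/STAT components and feedback, glycolysis, cholesterol and fatty acid synthesis, neutrophil granule proteins, NADPH oxidase and NET formation, phagocytic receptors, apoptosis and survival, unfolded protein response and heat shock, neutrophil identity, and markers of erythroid cells, B lineage cells, monocytes and macrophages, eosinophils, basophils and mast cells, T and NK cells, dendritic cells, megakaryocytes and platelets, and proliferating cells. List members Itgam and Ahsp are missing from the files. Principal components and average-linkage clustering on correlation distance used all genes tested over 24 or 20 libraries. Other scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

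Genes named in the text were chosen by a rule set with the design: every gene the paper names, in the comparisons its sentence is about; per comparison the 12 largest rises and the 12 largest falls among called genes whose 4 libraries of one group all lie beyond all 4 of the other, with a mean of at least 1 RPKM in the higher group; and from each list up to 4 called members with the smallest adjusted p, with any member the paper names. Values in Figure 2 and in Tables S1 and S2 of the paper had been seen when the rule was written. Genes that only an alternative called, and list members given beyond these 4 as examples of a count, were named after their values were seen.

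Each library carries the number 6, 9, 10 or 11. Libraries with the same number were checked for likeness after the mean of each group was removed. The 60 pairs of libraries with the same number had a median correlation of 0.356 (lowest 0.182, highest 0.683), and the 180 other pairs had a median of -0.106 (highest 0.141). For 24 of 24 libraries the closest were those of their own number, so the numbers pair the samples. Each number also holds a single run of consecutive library names, so the likeness can come from the cells or from the handling of the libraries. Preparation was used as a block in an alternative set with the design.

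The alternatives set with the design were other pseudocounts (1 and 0.01), values under 0.1 set to 0.1, no filter or a filter at 1 RPKM, median-of-ratios scaling, limma without trend and robust settings, no shared spread, unadjusted p, no fold threshold or a 2-fold one, all 24 libraries in one fit, preparation as a block, and each library left out. For principal components they were the 1000 most variable genes, unit variance and a pseudocount of 1. Alternatives added after the data were seen were limma voom on the recovered reads with and without the block, preparation 10 left out, a correction of each library for GC content and length (splines of 4 degrees of freedom; 97.1% of tested genes had a GC value), and removal of preparation means. A test of counts by other tools was planned and not run, since the files hold RPKM. The test was run on simulated data with 200 changed genes, none of them with few reads, and the shared controls were simulated in 100 draws. The upstream regulator analysis of the paper was not repeated, and the qPCR, western blot, flow cytometry and in vivo data were not analysed here. Genes of Table S1 served only as lists tested in the cultured neutrophils.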

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

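All tests of explanations in this part were chosen after the result was seen, except that of proliferating cells, and the ratio used for single libraries was fixed with the design.

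The IL4 and IGF1 libraries of preparation 10 stood apart, a signal the paper did not report. The offset compares them with the untreated and insulin libraries of their preparation, less the same difference in the other preparations. It was at least 2-fold for 520 of 9052 genes, 505 of them lower, against 238, 24 and 49 for preparations 6, 9 and 11. Preparation 6 lay the other way, with 226 of its 238 genes higher. The rank correlation of the offset with GC content was -0.599 in preparation 6 and 0.528 in preparation 10. Each offset is taken against the mean of the other preparations, so those of preparations 6 and 10 are not independent. Genes with a low offset in preparation 10 included Atrx (-3.17 on the log2 scale), Ranbp2 (-3.00) and Samd9l (-2.99). A trend with GC content and length could account for a part: after its removal 286 genes remained off, above the highest of the other preparations (116). The trend as fitted was therefore not the whole of it. GC content and length acting jointly, or those of a transcript other than the longest, were not removed. These 2 properties are thus not excluded as the whole cause. Fewer proliferating cells would lower their markers together: Mki67 (-2.62), Cenpf (-2.60) and Top2a (-0.56) were lower, but the other 11 of 14 were not, and the median of 0.212 lies above that of the lower genes (-1.596) by more than the spread between markers, so this was excluded as the cause. Fewer reads were excluded as well, since 0 of the other 6 IL4 and IGF1 libraries had more mapped reads than both: library S87 had 26657198 and S89 20577938, against 18920359 to 23504624.

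IL4 and IGF1 changed largely the same genes, 180 with both and 66 with 1 of them (125 with both without preparation 10). The filing of one library under both names was excluded, since the lowest chi-square per gene between an IL4 and an IGF1 library of one preparation was 3.09, above the level of about 1 that counting noise gives, and untreated and 10 ng/mL insulin libraries of one preparation came as near (3.23). Shared untreated libraries were excluded as the whole cause, with a covariance of 0.1092 against a highest simulated value of 0.0245. Whether one stimulus could have reached both sets of wells cannot be told from these data. The ERK list had an adjusted p of 0.968 between IGF1 and IL4 (camera in limma). The paper's western blots measured ERK phosphorylation minutes after treatment, while the libraries were taken hours after it. The blots therefore do not tell whether the list should differ in the libraries, and no conclusion is drawn from it. Those blots, in which IGF1 and insulin raised ERK phosphorylation and IL4 did not, come from separate experiments.

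More genes were lower than higher after LPS/IFNγ. The 1065 genes that rose took 23.9% of the reads with LPS/IFNγ and 6.2% without treatment. With those reads left out of the totals 1671 genes were higher and 1057 lower, and the median of all genes went from -0.225 to 0.065. The genes left out were chosen because they rose, and leaving them out moves every gene of a library alike and upward, so this shift was fixed in direction and cannot tell how much of the excess of lower genes comes from reads taken by the genes that rose. No biological explanation was tested.

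Across preparations 1752 of 14038 genes differed, a signal the paper did not report. Ighv3-2, an antibody gene, had the largest range, 7.41 on the log2 scale.

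A single library lay far from the 3 others of its group in 18 of 246 tests, where chance gives about 12.3 (1 in 20). The ratio of the gap to the range was 0.872 for Akt1 (IGF1 S89), 0.849 for Apoe (untreated S80), 1.000 for Arg1 (insulin 10 ng/mL S78), 1.000 for Arg1 (untreated S80), 1.000 for Batf3 (untreated S80), 0.937 for Ccl6 (LPS/IFNγ S82), 0.830 for Cd68 (untreated S74) and 0.862 for Cebpe (LPS/IFNγ S88). It was 0.860 for Chac1 (IGF1 S77), 0.952 for Chac1 (untreated S74), 1.000 for Fam19a3 (untreated S86), 0.916 for Fcgr2b (IGF1 S89), 0.843 for Gzma (IGF1 S89), 0.848 for Igf1r (IGF1 S83) and 0.867 for Il12a (insulin 100 ng/mL S85). It was 0.834 for Insr (insulin 10 ng/mL S96), 0.858 for Irf7 (IGF1 S77) and 0.962 for the number of genes above 0 (IGF1 S89, 15463 against 15974 to 15994). For Arg1, Batf3 and Fam19a3 the 3 other libraries had no read, which fixes the ratio at 1.000, so these do not bear on the comparison with chance.

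Splits of the 8 libraries of a comparison into 4 and 4 number 35. The real split gave the most called genes, and 1 of 35 reached its count, for LPS/IFNγ (3387, highest other 18), IL4 (218, highest other 28), IGF1 (213, highest other 26) and IGF1 against insulin at 10 ng/mL (187, highest other 22) and 100 ng/mL (200, highest other 24). For insulin at either dose, for IGF1 against IL4 and for the insulin doses against each other the real count was 0, which 35 of 35 splits reach by definition, so the splits say nothing about chance there. Their highest other counts (128, 95, 144 and 105) came from the split of preparations 6 and 10 against 9 and 11, and so reflect differences between preparations. The 8 splits that part the libraries of every preparation, as the real one does, gave at most 1, 1, 0 and 1 genes in these comparisons. In the comparisons with a real count above 0 the highest others also came from splits that keep preparations together, and the splits that part every preparation gave at most 1 gene beside the real split.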

How the results depend on the processing

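The alternatives with voom, with preparation 10 left out, with GC and length correction and with preparation means removed were chosen after the result was seen. Of the main results under alternatives, 257 kept their size and 79 moved. Only the correlations among these results could reverse, and 0 did. Totals of called genes can keep their size while the direction turns. After LPS/IFNγ, median-of-ratios scaling gave 1508 higher and 1242 lower genes, against 1065 and 2322. Of 116 named gene calls 65 were kept in every alternative, and of 4061 values for named genes 256 were weaker, 9 stronger and 0 reversed. The cause was not tested for the changes below, except that a stricter threshold calls fewer genes by construction. The planned count test by other tools was not run on RPKM values. Depth limits the genes near 1 RPKM and below, where few reads carry a call. For the genes and lists named in the text, the block changed no call other than those given beside the results.

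Unadjusted p called 542 genes for IL4, 550 for IGF1, 67 for insulin at 10 ng/mL, 96 for insulin at 100 ng/mL, 77 for IGF1 against IL4, 507 and 624 for IGF1 against insulin at 10 and 100 ng/mL, 195 between the insulin doses and 389 shared by IL4 and IGF1. No fold threshold called 6407 for LPS/IFNγ. A 2-fold threshold called 1538 for LPS/IFNγ, 143 for IL4, 139 for IGF1, 121 and 133 for IGF1 against the insulin doses, and 119 shared. A pseudocount of 1 called 2183 for LPS/IFNγ, and one of 0.01 called 1 for insulin at 100 ng/mL. Values under 0.1 set to 0.1 called 1 between the insulin doses, S100a2. No shared spread called 117 for IL4, 119 for IGF1, 115 and 120 against the insulin doses and 98 shared.

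Preparation as a block called 345 for IL4, 356 for IGF1, 1 for IGF1 against IL4, 328 and 319 against the insulin doses and 301 shared. The block in voom called 425 for IL4, 428 for IGF1, 1 for insulin at 10 ng/mL, 15 for insulin at 100 ng/mL, 1 for IGF1 against IL4, 413 and 407 against the insulin doses and 363 shared. GC and length correction with the block called 346 for IL4, 344 for IGF1, 1 for IGF1 against IL4, and 348 and 360 against the insulin doses. Preparation 10 left out called 139 for IL4.

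Single libraries left out called 118 to 199 for IL4 (main 218), 138 to 181 for IGF1 (213), 3179 to 3448 for LPS/IFNγ (3387), 0 to 1 for insulin at 100 ng/mL, 125 to 161 and 136 to 171 for IGF1 against the insulin doses, 0 to 86 between the insulin doses and 112 to 153 shared. The correlation of IL4 and IGF1 changes ran from 0.764 to 0.893.

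Component 1 over 24 libraries held 43.7% with the 1000 most variable genes, 35.8% with unit variance, 54.8% with a pseudocount of 1 and 48.2% with preparation means removed; component 2 held 13.0% with the 1000 most variable genes and 13.0% with means removed, and component 3 held 6.0% with means removed. Over 20 libraries component 1 held 24.4% with unit variance, 30.4% with a pseudocount of 1 and 28.7% with means removed, component 2 held 19.6%, 13.6%, 19.7% and 13.1% with the 1000 most variable genes, unit variance, a pseudocount of 1 and means removed, and component 3 held 5.2% with means removed. One preparation left out gave 37.8% to 39.7%, 12.3% to 15.5% and 9.9% to 12.5% over 24 libraries, and 20.6% to 27.8%, 16.6% to 20.8% and 12.1% to 16.3% over 20.

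Of 25 lists, camera passed 10 for LPS/IFNγ, 6 for IL4, 6 for IGF1 and 5 and 4 for IGF1 against the insulin doses. With an estimated correlation these were 2, 1, 1, 1 and 1, with fry 15, 2, 2, 2 and 2, and with the block 10, 10, 8, 6 and 6. Camera passed 0 for each insulin dose, for IGF1 against IL4 and between the doses, and with the block 0, 4, 0 and 3.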

Differences from the paper's values

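No test here was chosen after the result was seen, except where a sentence says so. The paper states a fold change of 1.5 and a p under 0.05 and does not state an adjustment.

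The paper gives 25 genes lower after IL4, against 6 here. Of the alternatives set before the data were examined, all 24 libraries in one fit (17) and preparation as a block (33) lie within 1.5 times of the paper's count, and the others do not. With an unadjusted p under 0.05 and 1.5-fold, 129 genes were lower, above the paper's count. The paper gives 39 genes lower after IGF1, against 7 here. Preparation as a block (42) lies within that range, and the others do not. With an unadjusted p under 0.05 and 1.5-fold, 130 genes were lower, so for both treatments the direction of the difference turns with the adjustment.

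For the first component over 24 libraries the paper's value is about 62% in Fig. 1A, read by eye, against 37.3% here. The 1000 most variable genes (43.7%) and a pseudocount of 1 (54.8%) lie within that range, and unit variance (35.8%) does not. Removal of preparation means (48.2%), chosen after seeing the values, also lies within it. For the third component over 24 libraries the paper's value is about 5% in Fig. 1A, read by eye, against 9.8% here. None of the alternatives set before the data were examined (9.2%, 9% and 9.2%) lies within that range, and removal of preparation means (6%), chosen after seeing the values, does.

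For the first component over 20 libraries the paper's value is about 54% in Fig. 1B, read by eye, against 21% here. None of the alternatives set before the data were examined (20.8%, 24.4% and 30.4%) lies within that range. For the second component over 20 libraries the paper's value is about 7% in Fig. 1B, read by eye, against 16% here. None of the alternatives set before the data were examined (19.6%, 13.6% and 19.7%) lies within it. For the third component over 20 libraries the paper's value is about 7% in Fig. 1B, read by eye, against 11.6% here. Unit variance (10.5%) lies within that range and the others (13.2% and 13.5%) do not, and removal of preparation means (5.2%), chosen after seeing the values, does. These components concern libraries and drop none of the genes the paper calls. The paper does not state which genes entered its components, so these shares may rest on unlike sets of genes.

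The paper describes Car4, Slc28a3 and Fam19a3 as the genes most raised by IL4 and IGF1. Lipg went from 0.169 to 11.5 RPKM with IL4 and Slc28a3 from 0.0488 to 1.34 RPKM, a smaller ratio (fitted log2 changes 5.45 and 3.25, the latter lowered more by the pseudocount). Car4 had no read and Fam19a3 had 1 read over the untreated libraries, so Car4 can be given only as at least 41.4-fold with IL4 and at least 50.1-fold with IGF1, and where these genes rank is not settled here. The paper describes IL4 and IGF1 treated neutrophils as 1 cluster and untreated and insulin treated neutrophils as another. Here, of 4 clusters of the 20 libraries without LPS/IFNγ, 1 held the 5 libraries of preparation 6, 1 the 5 of preparation 9, 1 the IL4 and IGF1 libraries of preparation 10 and 1 the other 8 libraries, while component 1 of these libraries had 46.1% of its variance between treatments and 28.7% between preparations. The clusters the paper describes were found after the preparation means were removed, a setting chosen after seeing the values. The genes behind the paper's clusters are not stated, its methods name a multi-group comparison, and genes selected by treatment were not tried here.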

Other observations

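The lists were fixed with the design, and the overlap of IL4 with LPS/IFNγ, the lists from treated mice and the comparison of insulin doses without library S96 were chosen after the result was seen.

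Single genes of growth factor signalling and glycolysis fell with LPS/IFNγ, though neither list passed camera. Igf1r, the receptor of IGF1, had a log2 fold change of -1.35 (standard error 0.10, limma adjusted p = 3.16e-06), Insr one of -0.93 (limma adjusted p = 3.04e-05) and Akt1 one of -1.05 (limma adjusted p = 2.35e-07). Of 28 PI3K/AKT genes 2 rose and 12 fell (camera adjusted p = 0.764). Of 21 glycolysis genes 3 rose and 10 fell, Gpi1 by 1.21 on the log2 scale and Aldoa by 1.16 (camera adjusted p = 0.126). Of 24 cholesterol and fatty acid synthesis genes 1 rose and 2 fell (0.463), and with median-of-ratios scaling 4 rose and none fell. Of 24 granule proteins none rose and 7 fell, among them Mmp9 and Lyz2 (camera adjusted p = 0.026, adjusted p = 0.699 with an estimated correlation). Of 19 NADPH oxidase and NET genes 3 rose, the caspases Casp4 (3.65) and Casp1 (3.05) and the pore former Gsdmd, and 3 fell, with Padi4 at -1.06 (0.764). Of 25 apoptosis genes 10 rose and 5 fell, with Fas at 1.56 (camera adjusted p = 0.00341, adjusted p = 0.264 with an estimated correlation). Of 29 ERK genes 11 rose, among them Egr1 (2.30), and 2 fell (camera adjusted p = 8.91e-05, adjusted p = 0.54 with an estimated correlation). Of 23 IL4/STAT6 genes 6 rose, led by Socs1 (5.32), and 3 fell, among them Chil3 (-0.78), whose call was lost with median-of-ratios scaling (camera adjusted p = 0.00553, adjusted p = 0.148 with an estimated correlation). Of 23 unfolded protein response genes 1 fell (0.696). These counts depend on the scaling. With median-of-ratios scaling 3 granule genes and 1 NADPH oxidase or NET gene fell, 4 PI3K/AKT genes, 6 neutrophil identity genes and 3 monocyte genes rose, and no T or NK marker fell. With GC and length correction 4 granule genes and 3 apoptosis genes fell, and 5 PI3K/AKT genes and 2 unfolded protein response genes rose.

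Markers of other cells moved with LPS/IFNγ in part. Of 15 monocyte and macrophage markers 1 rose, Irf8, and 6 fell, led by Cx3cr1 (-2.35) and Csf1r (-1.66), with a camera adjusted p of 0.624. Of 15 neutrophil markers 2 rose and 3 fell (0.397), of 9 dendritic cell markers 1 rose and 2 fell (0.715), of 5 platelet markers 1 rose and 2 fell (0.903), of 14 T and NK cell markers 2 fell, Cd3d and Ncr1 (0.975), with Ncr1 not called with the block, of 9 eosinophil markers 1 fell (0.426) and of 9 basophil and mast cell markers 1 rose (0.315). Erythroid (0.394), B lineage (0.478) and proliferation markers (0.558) had no change in any member by limma.

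After IL4 and IGF1, interferon γ induced GTPases rose in part, 3 of 36 with IL4 (camera adjusted p = 0.000298, adjusted p = 0.902 with an estimated correlation) and 4 of 36 with IGF1 (camera adjusted p = 0.000183, adjusted p = 0.84 with an estimated correlation), with Tgtp1 and Gbp6 in both. Gbp6 lost its call with IL4 in 13 alternatives, among them voom, median-of-ratios scaling and each single library left out but S87, and with IGF1 without S83 or S95. The unfolded protein response genes Xbp1 and Chac1 rose with both (camera adjusted p = 0.0208 and 0.0422, adjusted p = 0.953 and adjusted p = 0.919 with an estimated correlation). Xbp1 lost its call with IL4 under median-of-ratios scaling, without S81 or S93 and without preparation 10, and with either treatment under GC and length correction. Chac1, with single far libraries S74 and S77, lost its call without IL4 S81, without IGF1 S83 or S95 and, with either treatment, without preparation 10. NADPH oxidase genes as a list were lower with IL4 (camera adjusted p = 0.0288, adjusted p = 0.902 with an estimated correlation) and, with the block alone, with IGF1 (0.0474, adjusted p = 0.84 with an estimated correlation and no block), with no called member. Eosinophil markers were lower as a list with IGF1 (camera adjusted p = 0.0422, adjusted p = 0.84 with an estimated correlation) and, with the block alone, with IL4 (0.0164, adjusted p = 0.902 with an estimated correlation and no block). Granule proteins (0.048) and erythroid markers (0.028) were lower with IL4 with the block alone (adjusted p = 0.953 for each with an estimated correlation and no block). Irf7 (1.99 with IL4) was the 1 type I interferon gene that rose with either, Ccl7 the 1 chemokine with IL4, and Cxcr2 the 1 neutrophil marker with either. Against insulin at 100 ng/mL, IGF1 lowered erythroid markers with the block alone (0.0243, adjusted p = 0.99 with an estimated correlation and no block). Cholesterol, B lineage, basophil, dendritic, platelet and proliferation lists did not pass with IL4 or IGF1, and monocyte lists did not either. Of T and NK markers Gzma rose with IGF1 (1.78, where library S89 lies apart) and with IL4, where the call was lost without untreated S80, S86 or S92, without IL4 S75, S81 or S87 and without preparation 10, and Klrd1 fell with IGF1, a call lost without untreated S80 or S92.

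IL4 and LPS/IFNγ shared 44 higher genes of 12792 tested in both, and 35 genes went opposite ways. Both comparisons use the same untreated libraries, and the overlap that this alone would give was not simulated. Il12a and Tnf were not called lower by limma after IL4 (-0.55 and -0.32) or IGF1 (-0.59 and -0.29), but with the block Il12a was called lower with IGF1 (limma adjusted p = 0.0249).

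Between the insulin doses 0 of 13112 genes differed by limma, 565 had an unadjusted p under 0.05, and voom called 0. Without the 10 ng/mL library S96 limma called 86 genes, all higher at 100 ng/mL, among them Samd9l (1.55), named after its values were seen. The rank correlation of the libraries with GC content was 0.254 in S78, 0.277 in S84 and -0.203 in S90, the 3 that remain, and -0.306 in S96. Samd9l also had a low offset in preparation 10, -2.99 on the log2 scale. That offset sets the IL4 and IGF1 libraries against the untreated and insulin ones, relative to the other preparations. With the block, type I interferon genes (0.00572) and interferon γ induced genes (0.00684) were higher and NF-κB genes (0.0471) lower at 100 ng/mL, each with an adjusted p = 0.993 with an estimated correlation and no block.

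One hypothesis was that the genes lower in neutrophils of IGF1-treated mice in Table S1 fall in culture as well. The list did not fall as a whole: the 13 genes had a camera p of 0.00997 in the direction Up with IGF1, lost with an estimated correlation (p = 0.25), and Bcl2a1b, Chil3 and Socs3 rose. Tnf (-0.29), Klf2 (-0.28), Dusp2 (-0.20) and Il23a (-0.09) had changes below 0 without a call, and for these the hypothesis stays open.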
